# Age-Related Changes of Gene Expression Profiles in *Drosophila*

**DOI:** 10.3390/genes12121982

**Published:** 2021-12-14

**Authors:** Guillaume Bordet, Niraj Lodhi, Andrew Kossenkov, Alexei Tulin

**Keywords:** aging processes, microarray, *Drosophila*, muscle structure, cytochrome

## Abstract

An individual’s gene expression profile changes throughout their life. This change in gene expression is shaped by differences in physiological needs and functions between the younger and older organism. Despite intensive studies, the aging process is not fully understood, and several genes involved in this process may remain to be identified. Here we report a transcriptomic analysis of *Drosophila melanogaster* using microarrays. We compared the expression profiles of two-day-old female adult flies with those of 45-day-old flies. We identified 1184 genes with pronounced differences in expression level between young and old age groups. Most genes involved in muscle development/maintenance that display different levels of expression with age were downregulated in older flies. Many of these genes contributed to sarcomere formation and function. Several of these genes were functionally related to direct and indirect flight muscles; some of them were exclusively expressed in these muscles. Conversely, several genes involved in apoptosis processes were upregulated in aging flies. In addition, several genes involved in resistance to toxic chemicals were upregulated in aging flies, which is consistent with a global upregulation of the defense response system in aging flies. Finally, we randomly selected 12 genes among 232 genes with unknown function and generated transgenic flies expressing recombinant proteins fused with GFP protein to determine their subcellular expression. We also found that the knockdown of some of those 12 genes can affect the lifespan of flies.

## 1. Introduction

Aging of an organism progresses with cascades of molecular changes, some of which are universal across all eukaryotes, while others are specific to taxonomic units [1,2,3,4,5,6,7,8,9]. In a living cell, these molecular changes regulate the transcriptional activation of age-related genes, the capacity for DNA repair, and programmed cell death, thereby mediating rates of cellular proliferation and differentiation. Coupled with environmental stress and damage accumulation, such changes lead to an exponential increase in frailty and morbidity over time, ultimately determining the lifespan of an organism.

With an increasing proportion of older individuals in industrialized human populations, understanding the underlying mechanisms of aging- and senescence-associated diseases has gained tremendous clinical importance. Aging-related morbidity involves an increase in the risk for certain cancers [1,2], heart disease [3], macular degeneration [4], Alzheimer’s disease [5], osteoporosis [6], and a plethora of other conditions.

*D. melanogaster* is a suitable model organism for studying aging mechanisms because it has a short lifespan (less than 3 months) [10], and individuals are easy to cultivate. To better understand the mechanisms involved in aging processes, we compared the expression profile of two-day-old adult female flies with the expression profile of 45-day-old flies. For this study, we followed a whole organism approach to detect large-scale organismal changes in the expression profiles of all genes, rather than tissue-specific changes. We identified 1184 genes differentially expressed between young and aging flies. Our statistical analysis establishes which functional gene groups were overrepresented among these genes and upregulated at specific ages, linking their variable expression to the progression of aging. In total, 232 of these genes had no known function. We have randomly selected 12 of these genes and analyzed the cellular localization of their products and the consequences of transgenic knockdowns on fly longevity.

## 2. Results

### 2.1. Comparison of the Expression Profile between Young and Old Age Groups

To compare the expression profiles of young and old age fruit flies, we collected y(1), w67c23(2) female flies at day three and day 45 post-pupation (hereinafter termed as young and old age groups, respectively). Flies were mated with males for two days after pupation and then cultured at 20 °C for the duration of the experiment. We selected 45-day-old flies as the old age group because fly survivorship remains high until this time point and decreases sharply after it [10]. This survivorship decrease is linked with the accumulation of necrotic and apoptotic tissues, which might cause changes in the transcriptomic profile, masking partly the changes that occur due to developmental changes. The expression profile was determined using a microarray chip and was realized in three biological replicates to control for random fluctuations. 

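The expression values behind this comparison come from whole flies of 2 ages, 3 days (young) and 45 days (old), cultured at 20 °C. Each of the 6 samples was measured on its own Affymetrix GeneChip Drosophila Genome array, so there were 3 arrays per age group. The authors normalized the arrays with GCRMA, which corrects the background with the sequence of the probes, brings all arrays to the same distribution and summarises the probes of a probe set to a log2 value. The deposited table holds these log2 values for 18952 probe sets, and they were used as deposited. A set of 183 control probe sets was left out, which left 18769 to be tested. Samples are named Young1 to Young3 and Old1 to Old3 after the columns of Supplementary Table S1, whose values were the same as the deposited ones in all 1183 distinct sets of values. The names follow that table alone and do not say which labelled replicate of the old age group a column holds. Values ran from 1.51 to 15.05, and 56.0% of them were under log2 4, the low end of the scale where probe sets without signal lie. Array medians differed by 0.02 at most. Errors given with a mean are the SD of the 3 samples of an age group. The number of arrays limits the precision, and an exact permutation test of 3 against 3 samples cannot give a 2-sided p under 0.1.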

The fluorescence intensity of each probe is presented in our raw data as a log_2_ value (Supplementary Table S1). Differentially expressed genes (DEGs) have been identified based on a the following criteria: (1) fold difference higher than two, (2) two-tailed *t*-test based on change of expression between young and old age groups relative to the standard deviation of all measurements with a resulting *p*-value lower than 0.05, and (3) false discovery rate (FDR) lower than 15% (see Section 4).

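Old samples were compared with young samples in limma, with a linear model and its moderated test for each probe set. The same criteria were applied: a fold difference above 2, a p under 0.05 and an FDR under 0.15, with the FDR computed by the Benjamini-Hochberg method over all probe sets tested. The fold difference is 2 to the power of the difference between the group means of the log2 values, and it carries a negative sign where the old age group was lower. A gene was counted as a DEG where any of its probe sets passed, and a named gene with several probe sets is given by the brightest one unless another is named. The fold difference was above 2 for 1342 probe sets, of which 139 missed one of the other criteria.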

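With limma, 1203 probe sets passed the 3 criteria, 647 higher and 556 lower in the old age group. In all 1203, the values of the 2 groups did not overlap. Over all probe sets tested, 28.7% had groups that did not overlap, against the 10% that chance gives for 3 against 3 samples. SAM, with the fold criterion and an unadjusted t-test p under 0.05 required as well, passed 1200 of the 1203 probe sets and no others. That p and the fold criterion alone also passed 1200, so the SAM statistic removed none and is no separate check. The methods' t-test, with the same adjustment of p, passed 1062 of the 1203. Supplementary Table S1 has 1225 rows, which hold 1183 distinct sets of values, and 1145 of these were among the probe sets that passed here. Another 58 probe sets passed that the table does not list. For 41 probe sets of the table, the methods' t-test gave a p of 0.05 or more when equal variances were assumed, which the methods do not specify. Of all alternatives run, raising every value under log2 6 to 6 moved the count most, to 792.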

Our analysis identified 1225 probes that presented differential fluorescence intensity between young and old age groups. 

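The 1203 probe sets belong to 1154 genes, of which 1120 were called by a single probe set and 34 by more than 1. Of the probe sets called, 63 carry the names of several genes and were counted under that joint label, and 10 have no gene symbol. The tested probe sets carry 13238 gene labels in all. In Supplementary Table S1, 37 sets of values stand in more than 1 row, which adds 42 rows, and the table holds 1184 gene identifiers.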

We identified 1147 genes targeted by a unique probe and 37 genes targeted by more than one probe, leading to 1184 genes differentially expressed between young and old age groups. In total, 550 of these genes were downregulated in old age flies (hereinafter termed as “downregulated DEGs”), whereas the remaining 634 were upregulated (hereinafter termed as “upregulated DEGs”). 

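In the limma fit, 533 genes were lower and 622 were higher in the old age group, with 1 gene counted on both sides. Leaving out each sample in turn gave between 444 and 523 genes lower and between 496 and 627 genes higher. The lowest count of higher genes came without Old3, and the lowest count of lower genes came without Old2.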

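Of the DEGs, 160 genes had more than 1 probe set on the array. In 133 of these, at least 1 further probe set did not pass the criteria. The gene l(2)41Ab, picked out after its values were seen, was called in both directions. Its probe set 1625736_at rose from 2.57 ± 0.08 to 3.98 ± 0.11 (FDR 0.00154, limma) and its probe set 1626275_at fell from 4.49 ± 0.15 to 2.97 ± 0.03 (FDR 0.00160, limma). Supplementary Table S1 lists the former alone. Both have a group mean under log2 4, so the size of these changes depends on how low values are treated. Among the genes of that table with several probe sets, 162 in all, the listed probe set had the largest change in 144 and was the brightest in 83.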

Probes targeting the same gene were all upregulated or downregulated in old age flies. 

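Across the probe sets called, the SD between the 3 samples of a group had a median of 0.29 in the young and 0.28 in the old age group, on the log2 scale. The median absolute change between the groups was 1.95 on the same scale. Pearson correlations over the called probe sets were 0.983, 0.966 and 0.972 between pairs of young samples. Between Old2 and Old3 the value was 0.981, while Old1 gave 0.939 with Old2 and 0.923 with Old3. These correlations run across probe sets, which are not independent replicates. In 697 called probe sets, the samples of both groups lay within a 2-fold range. In the other 506, the samples of at least 1 group were more than 2-fold apart. Among probe sets lower in old flies, the old samples were more than 2-fold apart in 150, and Old1 was the highest of the 3 in 129 of them. Among probe sets higher in old flies, the young samples were more than 2-fold apart in 173, with Young3 the highest in 140. From the similarity of the replicates the paper proposes that expression is stable within an age group.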

The three biological replicates produced similar results for each gene, suggesting that the expression level is stable in an age-constrained group (Figure 1). 

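The largest fall belonged to the cuticle gene Acp65Aa (FBgn0020765), from 13.30 ± 0.32 (SD, n = 3) in young to 4.17 ± 3.66 in old samples, a fold difference of -559 (FDR 0.0458, limma). Its old samples were far apart, at 8.40 in Old1, 2.04 in Old2 and 2.07 in Old3. Without Old1 the fold difference was -2421, without Old2 -267 and without Old3 -269.9. The largest rise was that of Npc2e (FBgn0051410), from 4.16 ± 2.87 to 13.37 ± 0.14 (SD, n = 3), a fold difference of 591 (FDR 0.0223, limma). Young samples stood at 2.34, 2.67 and, in Young3, 7.47. Its fold difference became 1863 without Young3, 353 without Young2 and 315 without Young1. Next among the genes that fell came CG3264 (-549), CG8560 (-529), CG11892 (-413) and Jon65Aii (-371), with old means between 1.88 and 2.96. For CG11892, the fold difference was -691 without Old1. Next among those that rose were AttD (526), the probe set shared by CG30031 and CG4269 (388), Npc1b (347) and CG11671 (309), whose young means lay between 2.21 and 3.50. All 10 have a group mean close to the low end of the scale, so the size of the fold difference depends on how low values are treated. With values under log2 6 raised to 6, it was -90.3 for Acp65Aa and 118 for Npc2e.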

The absolute range of expression level was extremely broad between young and old age groups, from negative 559-fold for the cuticle protein coding gene Acp65Aa to 591-fold for the NPC2-like gene Npc2e. However, the fold difference of 88% of these 1184 genes ranged between −25 and 75 only (Supplementary Figure S1). 

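Of the 1203 probe sets called, 1066 had a fold difference between -25 and 75, which is 88.6%. Another 24 were above 75 and 113 were below -25. The share was 92.8% with values under log2 6 raised to 6, and 85.6% without Old1. A fold difference of more than 25 in either direction was found in 176 probe sets, and 97 of these had a group mean under log2 4. The same held for 248 of the other 1027.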

To determine which cellular functions were more affected by aging than others, we next carried out a functional analysis of DEGs.

### 2.2. Cellular Functions of DEGs

To identify the functions of DEGs, we tested the list with 1184 genes using the PANTHER classification system [11] (see Section 4). Among the 1184 DEGs, 952 possess a known cellular function, whereas the function of the other 232 genes is unknown. These genes with unknown function correspond to 82 out of 550 (14.9%) of the downregulated DEGs and 150 out of 634 (23.7%) of the upregulated DEGs (Figure 2). The 952 genes with known functions are involved in a range of cellular functions. We identified five categories represented in different proportions among upregulated and downregulated DEGs. The “cellular process” category is the most represented in that 22.4% of the upregulated DEGs and 25% of the downregulated DEGs fall into this category. Among upregulated DEGs involved in the “cellular process”, 73.8% of them play a role in “cell-cell communication”, compared to 45.5% for downregulated DEGs. Other upregulated DEGs that play a role in the“cellular process” are involved in the cell cycle (13.1%) and “cellular component movement” (6.6%), compared to downregulated DEGs (27.3% and 18.2%, respectively).

We identified other categories of cellular function represented in different proportions between upregulated and downregulated DEGs, including “response to stimulus” (6.6% and 4.3% for upregulated and downregulated DEGs, respectively), which are genes that respond to stress or genes involved in cellular and immune defense, and “biological regulation” (6.5% and 5.1%), including genes that regulate catalytic activity or play a role in the regulation of nucleobase-containing compound metabolism.

In addition, we found several categories represented in similar proportions among upregulated and downregulated DEGs, including “localization” (6.3% and 6.9 for upregulated and downregulated DEGS, respectively), “multicellular organismal process” (4% and 4.8%), “developmental process” (4% and 4.3%), “immune system process” (1.6% and 1.8%), and other categories (Figure 2). Taken together, these results suggest that some cellular functions are differentially regulated between young and old age groups. The genes important for the processes involved in defense response and biological regulation seem to be upregulated in the old age group, whereas genes important for cellular component organization or biogenesis are downregulated. However, this method does not tell us if a particular category is significantly overrepresented among the DEGs.

### 2.3. Distribution of DEG Types between Young and Old Age Groups

To establish how differences in the expression of these 1184 genes determine the progression of aging, we first normalized the expression level of every DEG to the average expression level of all DEGs. We then divided all DEGs into six gene classes based on the difference of their expression level between young and old age groups (Figure 3A, Table 1). This process sorts DEGs according to their expression profile in the two age groups. The first class (c1) consisted of 328 genes that had a normalized expression lower than average in both age groups and that were upregulated in the young age group. The second class (c2) included 408 genes with lower than average normalized expression in both populations and that were upregulated in the old age group. The third class (c3) was composed of 178 genes with a lower normalized expression than average in the old age group, but higher than average in the young age group. The fourth class (c4) consisted of 154 genes that had a higher expression than average in the old age population and lower than average in the young age population. The fifth class (c5) included 63 genes that had a higher expression than average in both groups and were upregulated in the young age group. The sixth class (c6) comprised the remaining 94 genes that had a higher expression level than average in both age groups and were upregulated in the old age group.

We identified that 1040 out of 1184 DEGs (87.7%) had lower than average normalized expression in at least one of the age groups; 722 out of 1184 (60.9%) had lower than average expression in both groups. 

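For the 1203 probe sets called, the group means of the log2 values were converted to the linear scale, and their mean over both groups, 1422, was taken as the average level. This corresponds to 10.47 on the log2 scale. The first class held 326 probe sets, the second 400, the third 165, the fourth 154, the fifth 65 and the sixth 93. In all, 1045 probe sets (86.9%) were below the average level in at least 1 age group and 726 (60.3%) in both. Taking the average of the log2 values instead gave 182 probe sets in the first class, 225 in the second, 197 in the fifth and 260 in the sixth.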

Most DEGs in c1 and c2 had low expression in both age groups. 

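In the first class, the median of the group means was 7.46 in young and 4.05 in old samples, and 160 of its 326 probe sets had a group mean under log2 4. In the second class it was 4.59 in young and 7.52 in old samples, and 159 of its 400 probe sets had a group mean under log2 4. The corresponding counts were 20 in the third class, 6 in the fourth class and 0 in the fifth class and the sixth class. The median absolute log2 change was 2.08 in the first class, 1.94 in the second, 3.35 in the third and 2.21 in the fourth. It was 1.36 in both the fifth and the sixth class. From the ease of reaching a large fold difference at low expression, the paper reasons that changes in the first 2 classes may be less relevant to aging than those in the third and the fourth class.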

As it is mathematically easier to attain a large fold difference when the initial level of expression is low, fluctuation levels in the expression of these DEGs may not necessarily be biologically relevant to the aging process. Life-course changes in the expression levels of DEGs belonging to c3 and c4 may be more biologically relevant to aging because they present a higher expression than average in one of the age groups, but a lower expression than average in the other group. Genes in c5 and c6 are similar to those belonging to c3 and c4 in that they present a higher-than-average expression in both groups, making it mathematically harder to attain a significant fold difference between them. Sorting DEGs based on their relative expression allows us to identify DEGs that might be more biologically relevant [12] and that may be worth investigating first.

### 2.4. Functional Classification of DEGs

To determine the cellular functions that are significantly overrepresented among DEGs, we performed a gene set enrichment analysis using GSEA software (see Section 4). We selected the most significant Gene Ontology (GO)-term and showed the proportion of the different gene classes for all of them (Figure 3B). First, we focused on GO-terms that mainly include downregulated DEGs. 

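A list of 22 eggshell genes (chorion and vitelline membrane proteins, written before the values were examined) was tested as a set, since an annotation of GO terms was not used here. All 22 were lower in the old age group, with a mean log2 change of -5.44 (adjusted p = 3.67e-06 by limma's camera, 0.0681 by fry and 0.453 by camera with an estimated correlation between genes). The p of such sets was adjusted over 20 gene lists for each test, and lists drawn from the paper's tables or from a wider list were among them. Only 7 of the 22 passed the criteria for a DEG over all probe sets; adjusted over the list alone, 12 did. The 3 old samples differed widely. Relative to the young mean, the median of the list was -1.64 in Old1, -4.59 in Old2 and -11.1 in Old3 on the log2 scale. No gene was under log2 4 in Old1, against 3 in Old2 and 15 in Old3. The chorion gene Cp36 (FBgn0000359), chosen with ndl after the values were seen, was at 14.35 ± 0.04 (SD, n = 3) in young samples and at 13.43, 12.01 and 1.91 in Old1, Old2 and Old3, which gave a fold difference of -37.7 and an FDR of 0.501 in limma. The gene ndl (FBgn0002926) passed, with a fold difference of -75.5 (FDR 0.0443, limma). Without Old3 the mean log2 change of the list was -3.45, and without Old1 it was -7.27.

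**Figure D1:**
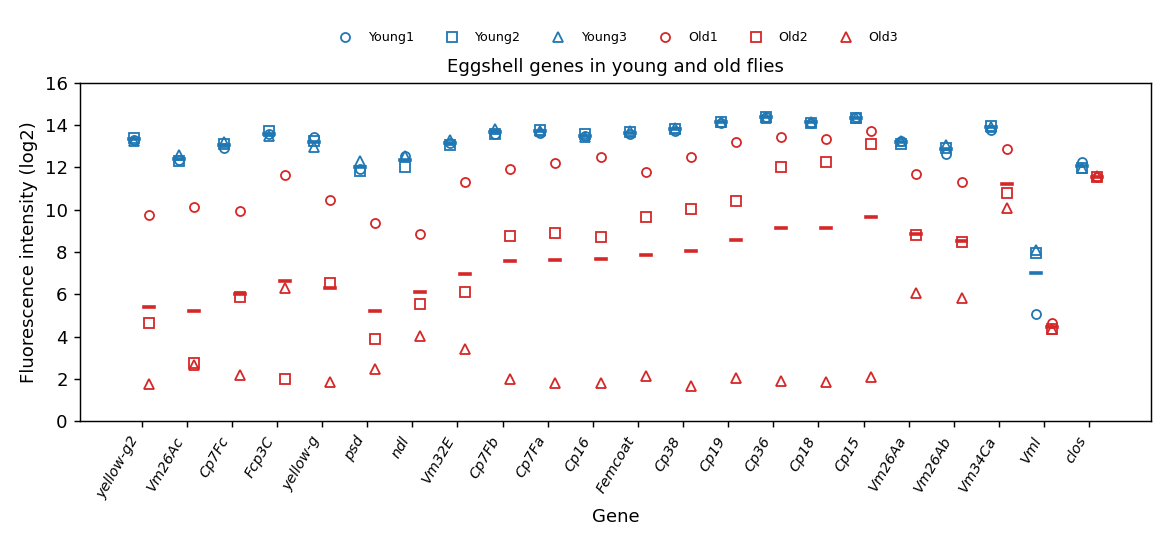
Fluorescence intensity (log2) of the 22 eggshell genes in each of the 6 samples, ordered by the change between the age groups, with young samples in blue, old samples in red and a short line at each group's mean. Vml and Cp15 are given here because of their values, chosen after these were seen. The probe set of Vml ranged from 5.04 to 8.07 in young samples, and that of Cp15 was at 13.71 in Old1, 13.08 in Old2 and 2.10 in Old3.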

Many genes involved in the GO-term ‘GO:0030703 Eggshell formation’ were downregulated in the old age group with 22 out of 29 DEGs (75.9%) that belonged to c3. Gene class 3 (c3) contains DEGs with lower-than-average expression in the old age group and higher-than-average expression in the young age group. Genes involved in ‘GO:0030855 Epithelial cell differentiation’ were also overrepresented among DEGs with 25 out of 52 DEGs (48.1%) belonging to c3 or c5. Genes involved in ‘GO:0061061 Muscle structure development’ and ‘GO:0030036 Actin cytoskeleton organization’ were also overrepresented among downregulated DEGs with 12 out of 27 DEGs (51.8%) and 15 out of 28 DEGs (53.6%), respectively, that belonged to c3 or c5. We also noticed the overrepresentation of genes belonging to the GO-term ‘GO:0030198 Extracellular matrix organization’ among the downregulated DEGs with 7 out of 15 DEGs (46.7%) that belonged to c3 or c5. Genes involved in two GO-terms linked to morphogenesis were also overrepresented among downregulated DEGs: ‘GO:0010927 Cellular component assembly involved in morphogenesis’ with 26 out of 36 DEGs (72.2%) that belonged to c3 or c5 and ‘GO:0048646 Anatomical structure formation involved in morphogenesis’ with 37 out of 70 DEGs (52.9%) that belonged to c3 or c5. We also observed the overrepresentation of DEGs involved in the development of ovarian follicle cells (GO term ‘GO:0030707 Ovarian follicle cell development’) with 25 out of 43 DEGs (58.1%) that belonged to c3 or c5. Many genes involved in the GO-term ‘GO:0055080 Cation homeostasis’ were downregulated in the old age group with 6 out of 11 DEGs (54.6%) belonging to c3 or c5. 

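The list of cuticle genes, drawn up by symbol, has 114 genes on the array, and only 17 of them reached log2 4 in any sample. Their mean log2 change was -0.51, whereas the median was -8.23e-04, with 51 genes higher and 63 lower. As a set they had an adjusted p = 0.0463 by limma's camera, 0.284 by fry and 0.765 by camera with an estimated correlation. In the limma fit, 12 cuticle genes were DEGs, and all 12 were lower in the old age group. Adjusted over the list alone, the same number passed. With values under log2 4 raised to 4, the mean change was -0.41 with an unadjusted p of 0.0603 in camera, and without Old2 it was -0.47 with an unadjusted p of 0.134. With probe sets of a group mean of log2 6 or more only, the mean change was -3.90 with an unadjusted p of 4.73e-05.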

Interestingly, a majority of the c1 genes overrepresented among downregulated DEGs belonged to only two GO-terms: ‘GO:0042335 Cuticle development’ with 13 out of 25 DEGs (52%) and ‘GO:0046148 pigment biosynthetic process’ with 5 out of 10 DEGs (50%).

Next, we focused on GO-terms, which mainly include upregulated DEGs. Interestingly, only three GO-terms presented a majority of DEGs belonging to c4 or c6. Class 4 contains DEGs with higher-than-average expression in the old age group and lower-than-average expression in the young age group, while class 6 contains DEGS presenting higher-than-average expression in both age groups and are upregulated. 

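Antimicrobial peptide genes and peptidoglycan recognition genes were tested as part of the defense response. The 18 probe sets of antimicrobial peptide genes rose by a mean of 3.03 on the log2 scale, with 15 higher and 3 lower (adjusted p = 0.00184 by limma's camera, 0.00101 by fry and 0.443 by camera with an estimated correlation). Of these, 6 were DEGs with higher values and 1, Drsl5, was a DEG with lower values. Adjusted over the list alone, 8 were higher and 1 lower. Attacin-D (AttD, FBgn0038530) went from 2.21 ± 0.11 to 11.25 ± 0.19 (SD, n = 3). Several other peptides were high in all old samples but scattered in the young ones. Of these, AttC, DptB and Mtk were chosen after their values were seen, as was Drsl5. AttC was at 11.34, 2.66 and 11.48 in Young1, Young2 and Young3 and at 14.15 ± 0.02 in old samples, a fold difference of 50.3 that missed the criteria (FDR 0.308, limma). DptB and Mtk were also lowest in Young2, at 4.07 and 7.37, and missed the criteria with an FDR of 0.325 and 0.230 in limma. The 12 peptidoglycan recognition genes rose by a mean of 2.11 (adjusted p = 0.00105 by limma's camera, 0.00370 by fry and 0.443 by camera with an estimated correlation). Of these, 8 were DEGs with higher and 1 with lower values. Leaving out Young2 took the mean change of the antimicrobial peptide genes to 2.31, and leaving out Young3 took it to 3.62.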

Genes involved in the GO term ‘GO:0006952 Defense response’ were overrepresented among upregulated DEGs with 23 out of 58 DEGs (39.6%) that belonged to c4 or c6. The genes involved in the GO-term ‘GO:0051336 Regulation of hydrolase activity’ were also overrepresented among upregulated DEGs with 4 out of 10 DEGs (40%) belonging to c4 or c6. Genes important for the GO-term ‘GO:0030162 Regulation of proteolysis’ were overrepresented among upregulated DEGs with 5 out of 13 DEGs (38.5%), and these genes belonged to c4 or c6. A majority of c2 genes overrepresented among upregulated DEGs belonged to eight GO-terms, including ‘GO:0020037 Heme binding’ with 12 out of 27 DEGs (44.4%) and ‘GO:0008219 Cell death’ with 12 out of 20 DEGs (60%), as well as genes important for metabolic or catabolic processes, such as ‘GO:0043603 Cellular amide metabolic process’, ‘GO:0006022 Aminoglycan metabolic process’ and ‘GO:1901136 Carbohydrate derivative catabolic process’ with 10 out of 20 DEGs (50%), 13 out of 25 DEGs (52%) and 8 out of 19 DEGs (42.1%), respectively. Other c2 genes associated with ‘GO:0010259 Multicellular organism aging’, GO:0007167 Enzyme-linked receptor protein signaling pathway’, and ‘GO:0002376 Immune system process’ were also overrepresented among upregulated DEGs with 8 out of 18 DEGs (44.4%), 13 out of 21 DEGs (23.8%), and 24 out of 51 DEGs (47.1%), respectively.

Taken together, these results show that several processes are differentially regulated between the age groups. Genes involved in development or morphogenesis were mainly downregulated in the old age group, whereas genes involved in immune response, proteolysis, and cell death were mainly upregulated in the old age group. 

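Other genes of the ovary changed less than the eggshell genes. In a list of 13 genes of the female germline, the median log2 change was -0.10 and the mean -0.07 by the brightest probe sets (adjusted p = 0.352 by limma's camera, 0.525 by fry and 0.765 by camera with an estimated correlation). None of these was called, and 1 gene was called by another of its probe sets. Oskar (osk), chosen from the list after its values were seen, was at 14.48 ± 0.09 in young and 14.38 ± 0.07 in old samples. The yolk protein genes fell by 0.21 (Yp1), 0.69 (Yp2) and 0.60 (Yp3) on the log2 scale, below the fold criterion. Old1, Old2 and Old3 were at 13.65, 13.38 and 13.38 for Yp2.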

The downregulation of the genes involved in ‘GO:0030703 Eggshell formation’ and, more globally, in egg development were expected since several studies reported it [13,14,15]. The downregulation of genes involved in ‘GO:0030855 Epithelial cell differentiation’ is consistent with the expected epithelial regeneration decrease during aging [16]. The global downregulation of genes involved in ‘GO:0061061 Muscle structure development’ was also expected since it has already been reported several times [17,18]. The upregulation of genes involved in ‘GO:0006952 Defense response’ and the immune system, in general, was also expected and has been extensively studied over the last decade [14,15,19]. We also expected to find genes involved in the apoptotic process to be upregulated during aging since several studies have reported the phenomenon in *Drosophila* [13,20]. Therefore, our results are consistent with the *Drosophila* aging transcriptomic literature.

### 2.5. Overrepresentation of Genes Important for Flight Muscles and Sarcomere

Our study identified 27 genes related to the GO-term “muscle structure development” and another 28 genes related to the GO-term “actin cytoskeleton organization”. These genes were variably expressed between the young and old age groups in a whole organism context, and most of them were downregulated in old age flies. 

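All 27 genes of Table 2 were called lower in the old age group by at least 1 probe set. By the brightest probe set of each gene, 25 were called. Over the 27 brightest probe sets the mean log2 change was -2.41 and the median -1.68, with 26 lower (adjusted p = 2.35e-17 by limma's camera, 0.00101 by fry and 0.330 by camera with an estimated correlation). At an FDR under 0.05, 21 genes passed over all probe sets and 26 adjusted over the list alone. The paper chose the list on these same samples, so neither the latter count nor the p of the set is independent evidence. With each sample left out in turn, between 21 and 25 genes were called lower, the fewest without Old3. The median of the list was 13.2 in Young1, 13.4 in Young2 and 13.4 in Young3, against 11.7 in Old1, 10.9 in Old2 and 10.5 in Old3.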

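The giant sarcomere protein gene sallimus (sls, FBgn0086906) was at 11.31 ± 0.29 (SD, n = 3) in young and 7.65 ± 0.82 in old samples by its brightest probe set, a fold difference of -12.6 (FDR 0.0105, limma). A dimmer probe set, 1628671_a_at, gave -29.1, and 1634102_at, near the low end of the scale in both groups, gave -1.15 and was not called. Paramyosin (Prm) had fold differences of -2.27 by its brightest probe set and -3.48 by the other, both called. For myofilin (Mf), the brightest probe set gave -1.84 and did not reach the fold criterion unless Old1 was left out (-2.01). The other probe set of Mf, 1635372_a_at, gave -2.44 and was called. The fold differences of Fhos (-3.04) and bt (-2.27) stayed above 2 in size whichever sample was left out. Fhos has 2 further probe sets, 1641212_a_at (-1.36) and 1629063_at (-1.01), both under log2 4 in all samples and not called. That of tn was -2.06 and became -1.97 without Old1 and -1.99 without Old3, under the criterion.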

Twenty-five of them play a role in the setup and maintenance of sarcomeres (Table 2). Among these genes, we identified two transcription factors, spalt major (Salm) and eyes absent (Eya). 

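The gene salm (FBgn0261648) was at 6.18 ± 0.24 (SD, n = 3) in young and 3.88 ± 1.04 in old samples, a fold difference of -4.90 (FDR 0.0705, limma). Its old samples were at 3.39, 5.08 and 3.18 in Old1, Old2 and Old3. It kept its call without Young3 (-5.40) or Old2 (-7.43) and lost it without each of the other samples, with the FDR between 0.154 and 0.192 in limma. The gene eya (FBgn0000320) fell from 9.90 ± 0.17 to 8.12 ± 0.17, with a fold difference of -3.44 (FDR 0.00300, limma), and was called whichever sample was left out.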

Salm plays an important role in the fate of fibrillary flight muscle in *Drosophila* [21]. Eya is a transcription factor essential for muscle development [22]. We also identified three different actins among DEGs. Act79b is a muscle- specific actin that is mainly expressed in the tubular muscle of the thorax in adults, including the direct flight muscles [23]. Act87E is present in adults in cephalic and abdominal muscles. Act88F is the only actin expressed in indirect flight muscles [24]. 

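Act79B (FBgn0000045) was at 13.33 ± 0.12 (SD, n = 3) in young and 9.61 ± 1.41 in old samples, with a fold difference of -13.2 (FDR 0.0386, limma), which became -23.0 without Old1. Act87E (FBgn0000046) had a smaller fold difference of -2.75 (FDR 0.00856, limma), from 13.12 ± 0.03 to 11.67 ± 0.32. Act88F (FBgn0000047) had a fold difference of -20.6 (FDR 0.0771, limma), and its old samples were at 11.71 in Old1, 8.19 in Old2 and 7.94 in Old3 against 13.64 ± 0.12 in young samples. Without Old1 its fold difference was -47.7. It lost its call without each of the other 5 samples, where the fold difference lay between -21.5 and -12.9 and the FDR between 0.154 and 0.216 in limma, with -14.1 without Old2.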

We found that the heavy chain of myosin, mhc, and the two myosin light chains, mlc1 and mlc2, were downregulated in the old age group. Additionally, among DEGs, we identified 17 components of the sarcomere, including four out of the five *D. melanogaster* troponin C (TPnC25D, TPnC47D, TPnC41C, and TPnC4), present in thin muscle filament and important for the control of muscle contraction [25]. Of these four, TPnC47D had the greatest difference in the expression levels between age groups since it was downregulated by 118-fold in old age flies. This troponin C is predominantly expressed during the embryonic stage; in adults, it is expressed weakly in the abdominal muscles but not in other parts of the body [26]. 

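The myosin heavy chain Mhc (FBgn0264695) fell from 14.21 ± 0.04 to 12.91 ± 0.34 (SD, n = 3), with a fold difference of -2.47 (FDR 0.0136, limma). The light chains fell from 13.74 ± 0.16 to 12.27 ± 0.32 for Mlc1 (-2.78, FDR 0.0108) and from 13.62 ± 0.11 to 11.94 ± 0.43 for Mlc2 (-3.20, FDR 0.0143), by the same limma fit. All 3 genes were called whichever sample was left out.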

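TpnC47D (FBgn0010423) was at 11.33 ± 0.18 (SD, n = 3) in young samples and at 7.24, 2.90 and 3.22 in Old1, Old2 and Old3, a fold difference of -118 (FDR 0.0314, limma). Without Old1 it was -309, without Old2 -68.8 and without Old3 -76.8, and the gene was called each time. TpnC41C (FBgn0013348) had a fold difference of -19.2 (FDR 0.0556, limma). That became -40.0 without Old1, and the gene was not called without Old2 (-12.7), Old3 (-14.0) or Young2 (-18.8). For TpnC25D (FBgn0031692), the dimmest of the 4 in young samples at 8.28 ± 0.52, the fold difference was -9.97 (FDR 0.00399, limma), and it was called whichever sample was left out. The remaining troponin C gene, TpnC73F, added after its values were seen, was at 13.23 ± 0.10 in young and 13.23 ± 0.07 in old samples.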

TPnC4, a troponin C mainly expressed in indirect flight muscles, was also downregulated in old age flies. 

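TpnC4 (FBgn0033027) was at 14.16 ± 0.15 (SD, n = 3) in young samples and at 12.99 in Old1, 10.89 in Old2 and 10.46 in Old3. Its fold difference was -6.56 (FDR 0.0851, limma). It was -11.2 without Old1, with an FDR of 0.00375 in limma, and the call was lost without each of the other samples, with a fold difference between -6.96 and -4.65.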

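Troponin T (up, FBgn0004169) fell from 13.54 ± 0.07 to 11.84 ± 0.41 (SD, n = 3), a fold difference of -3.24 (FDR 0.0117, limma). Troponin I (wupA, FBgn0004028) fell from 13.86 ± 0.04 to 12.69 ± 0.11, a fold difference of -2.24 (FDR 0.00161, limma).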

The only *D. melanogaster* troponin T (Up) and the only troponin I (wupA) were also downregulated in old age flies. 

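Tm2 (FBgn0004117) fell from 13.18 ± 0.06 to 11.32 ± 0.28 (SD, n = 3), a fold difference of -3.65 (FDR 0.00377, limma). Tm1 (FBgn0003721) has 5 probe sets, which did not move together. The brightest, 1636332_at, was at 13.45 ± 0.07 in young and 13.52 ± 0.08 in old samples, a fold difference of 1.05 (FDR 0.772, limma). The probe set 1635584_s_at, nearly as bright in young samples at 13.22 ± 0.10, was at 11.56 ± 0.27 in old ones, a fold difference of -3.16 (FDR 0.00517, limma). The other 3 lay under log2 4 in both groups and were not called.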

The two tropomyosin isoforms of *D. melanogaster*, tm1 and tm2, were also downregulated in the old age group. Thus, it appears that the entire troponin/tropomyosin complex tends to have a lower expression level in the old age group vs. the young age group.

Expression of the two muscle LIM proteins (MLPs) of *D. melanogaster* (mlp60A and mlp84B) was also downregulated in old age flies. These proteins are important for the integrity of muscle structure and were present at the Z-band of the sarcomere. 

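Mlp84B (FBgn0014863) fell from 11.94 ± 0.20 to 10.46 ± 0.18 (SD, n = 3), a fold difference of -2.79 (FDR 0.00547, limma). All 3 probe sets of Mlp60A (FBgn0259209) were called lower, with different sizes. The brightest fell from 13.29 ± 0.08 to 12.03 ± 0.17, a fold difference of -2.40. Probe set 1626709_at fell from 6.42 ± 0.99 to 2.03 ± 0.14, a fold difference of -20.9 with the old samples at the low end of the scale. The third one gave -3.08.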

Particularly, mlp60A contributes to the stiffness of flight muscles [25]. 

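The gene fln (FBgn0005633) was at 13.58 ± 0.28 (SD, n = 3) in young samples and at 11.38, 4.82 and 5.28 in Old1, Old2 and Old3. Its fold difference was -85.7, and its FDR was 0.117 in limma, close to the criterion. Without Old1 the fold difference was -369.9 (FDR 0.00113, limma). Without each of the other samples it was not called, with a fold difference of -38.1 without Old2, -44.7 without Old3 and between -95.7 and -80.4 without a young sample.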

We also identified that fligthin (fln) was strongly downregulated in old age flies. This protein is specifically expressed in the indirect flight muscles where it assists with the assembly of thick filament and is important for maintaining these muscles through the entire lifespan of the fly [27]. 

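Unc-89 (FBgn0053519) fell from 10.61 ± 0.37 to 5.45 ± 0.11 (SD, n = 3), a fold difference of -35.7 (FDR 8.78e-04, limma), and its 3 old samples differed by less than the young ones did. Its other probe set, 1626072_at, stayed under log2 4 in all samples, with a fold difference of 1.0002, and was not called. Strn-Mlck (FBgn0265045) has 3 probe sets. The one with the highest mean over all samples fell from 10.73 ± 0.09 to 9.52 ± 0.04, a fold difference of -2.33 (FDR 0.00101, limma). The probe set 1630501_a_at, brighter in young samples, fell from 12.93 ± 0.12 to 6.70 ± 3.02, a fold difference of -75.2 (FDR 0.0777, limma), with the old samples at 10.19 in Old1, 4.86 in Old2 and 5.04 in Old3. The last one was under log2 4 in all samples.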

Finally, we observed that calcium/calmodulin-dependent kinase Stretchin-Mlck (strn-mlck) and obscurin unc-89, both important for setup and maintenance of indirect flight muscles [28,29], displayed weaker expression in old age flies compared to younger flies. 

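The genes that the paper ties to flight muscle in its text are Act79B, Act88F, salm, TpnC4, Mlp60A, fln, Strn-Mlck and Unc-89. All 8 were called lower in the old age group, with a mean log2 change of -3.39 and a median of -3.22 (adjusted p = 3.67e-06 by limma's camera, 0.00101 by fry and 0.330 by camera with an estimated correlation). The median of the 8 genes was 13.20, 13.38 and 13.34 in the young samples, 11.29 in Old1, 8.39 in Old2 and 8.48 in Old3. The paper chose these genes among its DEGs, so their agreement in direction is part of how they were selected. For the same reason the p of the set is not independent evidence. From the genes of Table 2 the paper proposes that genes maintaining muscle functions, and flight muscles in particular, tend to be downregulated in old age flies.

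**Figure D2:**
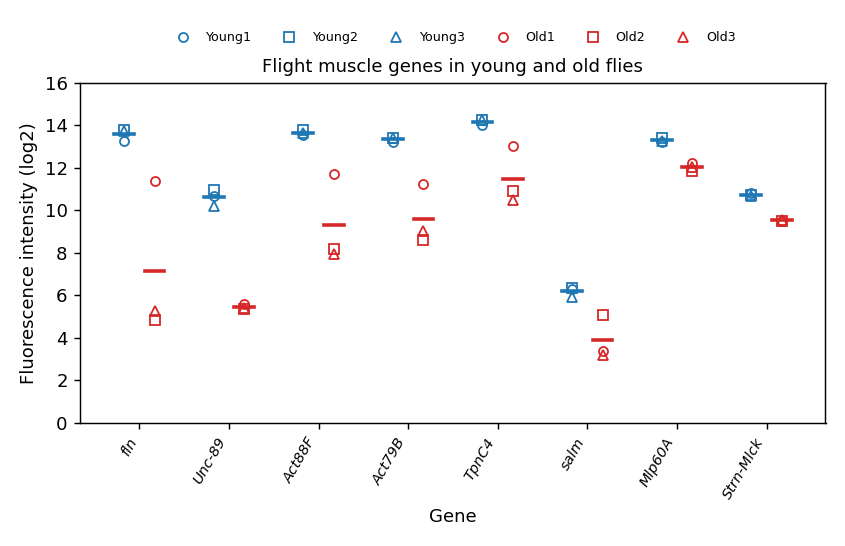
Fluorescence intensity (log2) of the 8 flight muscle genes in each of the 6 samples, by the brightest probe set and ordered by the change between the age groups, with young samples in blue, old samples in red and a short line at each group's mean. Old1 was above the other 2 old samples for fln, Act88F, Act79B and TpnC4, and for salm the highest old sample was Old2.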

Taken together, these results suggest that genes that maintain muscle functions and flight muscles specifically tend to be downregulated in old age flies.

### 2.6. Genes Regulating Programmed Cell Death Are Overrepresented among DEGs

Among genes differentially expressed between the young and old age groups, our study identified 20 genes important for regulating programmed cell death. Sixteen displayed higher expression levels in the old age flies compared to the young age flies. Among these 16 genes, we identified eight that trigger programmed cell death (Table 3). 

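Table 3 names 10 of these genes, and each was called higher in the old age group by at least 1 probe set. By the brightest probe set, 7 were called. The 3 others, Ubr3, lola and fwe, were not. Over the 10 brightest probe sets, the mean log2 change was 1.69 (adjusted p = 6.00e-05 by limma's camera, 0.00101 by fry and 0.330 by camera with an estimated correlation). Adjusted over the list alone, 7 passed as well. The paper chose the list on these samples, so neither this count nor the p of the set is independent evidence. All 10 genes were called by some probe set whichever sample was left out.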

We identified three caspases upregulated in old age flies, including the ‘death executioner caspase related to Apopain/Yama’ (Decay), the ‘death associated molecule related to Mch2′ caspase (Damm), and the ‘Ser/Thr-rich’ caspase (Strica). 

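Decay (FBgn0028381) rose from 9.07 ± 0.34 to 11.81 ± 0.05 (SD, n = 3), a fold difference of 6.72 (FDR 0.00254, limma). Damm (FBgn0033659) rose from 9.26 ± 1.03 to 12.97 ± 0.12, a fold difference of 13.1 (FDR 0.0159, limma), and its value in Young3, 10.41, was above that in Young1 (8.42) and Young2 (8.96). For Strica (FBgn0033051) the means were 8.30 ± 0.08 and 10.24 ± 0.24, with a fold difference of 3.83 (FDR 0.00269, limma).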

Strica is an initiator of cell death, whereas Decay and Damm are effectors [30]. Decay and Damm were members of class 4, as they present a lower- than-average expression in the young age group and a higher-than-average expression in the old age group. Strica presents low expression in both old and young age groups. Decay and Damm are predominantly expressed in the digestive system of adult flies, whereas Strica is mainly expressed in salivary glands of white prepupae [31]. The upregulation of these caspases in the old age group indicates that programmed cell death is more active in old age flies as compared to younger flies. 

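Of the 7 caspase genes on the array, 3 were DEGs, and the other 4 had fold differences of 1.06 (Dronc), 1.05 (Dredd), -1.02 (Drice) and -1.01 (Dcp-1). The mean log2 change of the 7 was 1.22 and the median 0.09 (adjusted p = 0.0293 by limma's camera, 0.00531 by fry and 0.443 by camera with an estimated correlation). Genes that trigger apoptosis upstream of the caspases did not pass the criteria: hid was at 8.98 ± 0.11 in young and 9.02 ± 0.13 in old samples, and rpr, grim and skl were under log2 4 in all samples, where the array cannot show a change in a low transcript.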

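The gene fwe (FBgn0261722) has 3 probe sets. The brightest, 1628390_at, was at 13.05 ± 0.08 (SD, n = 3) in young and 13.15 ± 0.04 in old samples, a fold difference of 1.07 (FDR 0.303, limma). A dimmer one, 1637808_a_at, gave 1.55 (FDR 0.123, limma), under the fold criterion. The one that was called, 1637061_at, went from 2.00 ± 0.50 to 3.63 ± 0.32, under log2 4 in both groups, a fold difference of 3.11 (FDR 0.0340, limma).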

We found that the expression of the calcium channel-forming subunit Flower (Fwe) was higher in old age flies vs. young age flies. Fwe regulates aspects of eye development and can trigger programmed cell death in slow-dividing cells and in some post-mitotic neurons; it also contributes to the formation of an optimal neural network [32]. The C2H2 zinc finger transcription factor longitudinals lacking (Lola) was also expressed at a higher level in the old age group. This transcription factor plays an important role in the death of nurse cells, which is an essential part of normal embryo development. 

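Of 15 probe sets for lola (FBgn0005630), 1 was called. This was 1633422_a_at, at 5.11 ± 0.31 (SD, n = 3) in young and 6.84 ± 0.01 in old samples, a fold difference of 3.33 (FDR 0.00508, limma). The brightest, 1625768_s_at, was at 13.89 ± 0.16 and 13.90 ± 0.02, a fold difference of 1.01 that turned to -1.05 without Young3. The others had fold differences between -1.28 and 1.73 and did not pass the fold criterion.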

Lola is important for chromatin condensation, taking place during programmed cell death in the ovary. Old age female flies with mutated Lola accumulate nuclear material in the ovary, and the effect of this mutation becomes stronger with age [33].

Our analysis also identified upregulated DEGs that prevent apoptosis. For instance, the ‘death-associated inhibitor of apoptosis 1′ (Diap1) had high expression levels in both age groups but was further upregulated in the old age group relative to the young age (gene class 6). 

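Diap1 (FBgn0260635) rose from 10.67 ± 0.12 to 12.10 ± 0.05 (SD, n = 3), a fold difference of 2.70 (FDR 0.00127, limma). The other inhibitors of apoptosis examined, Diap2 and Bruce, had fold differences of 1.09 and -1.70 (FDR 0.178 and 0.0315, limma), under the fold criterion.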

Diap1 inhibits the apoptotic process by preventing caspase activation [34]. The RING finger protein Ubr3 ubiquitin ligase was similarly upregulated in old age flies, but its normalized expression was lower than average in both age groups (c2). 

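The brightest probe set of Ubr3 (FBgn0260970), 1629634_at, was at 10.59 ± 0.11 (SD, n = 3) in young and 10.51 ± 0.18 in old samples, a fold difference of -1.06 (FDR 0.974, limma). Probe set 1636316_a_at was lower in old samples, with a fold difference of -1.59 (FDR 0.0350, limma), under the fold criterion. Probe set 1624967_at was the one called, from 3.86 ± 0.11 to 5.11 ± 0.31, a fold difference of 2.37 (FDR 0.0144, limma).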

Ubr3 physically interacts with Diap1 and upregulates Diap1 activity [34]. Ubr3 and DIAP-1 act together to prevent programmed cell death during development mainly in the eye and wing imaginal discs. The nicotinamide amidase Naam was upregulated in old age flies, but its normalized expression was below average in both age groups (gene class 2). 

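Naam (FBgn0051216) rose from 8.19 ± 0.20 to 9.82 ± 0.33 (SD, n = 3), a fold difference of 3.11 (FDR 0.0105, limma), and both means were below the average level of the DEGs.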

Overexpression of Naam increases the lifespan of a fly significantly [35]. Naam has also been shown to confer resistance to oxidative stress-induced cell death in neuronal populations influencing neuronal cell survival [35]. We observed that the expression of the bhlh transcription factor Hand was upregulated more than 11-fold in old age flies vs. young age. This transcription factor is important for three major cell types of the *Drosophila* circulatory system: cardioblasts, pericardial nephrocytes, and lymph gland hematopoietic cells. 

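Hand (FBgn0032209) rose from 6.58 ± 0.69 to 10.07 ± 0.33 (SD, n = 3), a fold difference of 11.2 (FDR 0.00851, limma), which ranged from 8.69 without Young1 to 13.9 without Young2.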

Hand has been shown to prevent apoptosis in cardiac cells, possibly by maintaining a differentiated state of cardiac cells; a similar function has been shown in a mouse model [36]. 

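The gene fkh (FBgn0000659) rose from 6.27 ± 0.40 to 8.22 ± 0.36 (SD, n = 3), a fold difference of 3.86 (FDR 0.0156, limma).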

Finally, the Forked box transcription factor Forked head (Fwe) also had an increased level of expression through aging. Fwe is important for preventing cell death in the salivary gland, but it has also been shown to induce ectopic cell death when its function is impaired [37]. Taken together, these findings suggest that more nuanced tissue-specific changes take place in the regulation of apoptosis, rather than an overall increase in programmed cell death in all tissues, as organism age.

### 2.7. Members of Cytochrome Family Are Overrepresented among DEGs

We identified 27 genes coding for cytochrome members among DEGs (Table 4). All of them are involved in the GO-term ‘GO:0020037 Heme binding’. 

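Of the 27 genes of Table 4, 26 were called by at least 1 probe set. The exception was Cyp9b1 (FBgn0015038), at 8.60 ± 0.75 (SD, n = 3) in young and 9.82 ± 0.39 in old samples, with a fold difference of 2.32 and an FDR of 0.187 in limma. Its values did not overlap between the groups. The methods' t-test did not call it, with an unadjusted p of 0.0684. A SAM call here also needed that p under 0.05, so SAM could not call the gene either. It was called when only probe sets with a group mean of log2 6 or more were tested (FDR 0.0742, limma) and when the probe sets of a gene were averaged (FDR 0.141, limma). Adjusted over the list alone, at an FDR under 0.05, 19 genes passed with higher and 8 with lower values, against 11 and 7 over all probe sets. The list was chosen on these samples.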

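In the limma fit, 8 of the 27 genes were called lower and 18 higher in the old age group. Without Old2 the number called higher was 12, and with values under log2 6 raised to 6 it was 11. Fold differences of the genes that were lower ran from -16.6 (Cyp313a1) to -2.12 (CG6870), and those of the genes that were higher ran up to 53.7 (Cyp304a1).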

Eight (29.6%) are downregulated in the old age group, whereas 19 (70.4%) are upregulated. Twenty-three of them are members of the Cytochrome P450 subfamily, which consists of proteins that contain heme as a cofactor involved in oxidoreduction reactions. They are important in the clearance of several compounds and in hormone synthesis and breakdown [38]. Among DEGs related to the Cytochrome P450 subfamily, 17 out of 23 (73.9%) have at least one predicted function in the clearance of toxic chemicals. Based on their sequence, eleven have been predicted to play a role in the metabolism of insect hormones and the breakdown of toxic chemicals, although this function has not been confirmed in vivo [39,40]. These included Cyp4ac2 (gene class 1), Cyp6a21 (gene class 3), Cyp4g15 (gene class 2), Cyp4ac3 (gene class 2), Cyp28d1 (gene class 4), Cyp6d4 (gene class 2), Cyp9b2 (gene class 6), Cyp9b1 (gene class 2), Cyp9h1 (gene class 2), Cyp6a13 (gene class 4), and Cyp304a1 (gene class 2). 

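Cyp304a1 (FBgn0038095) rose from 2.33 ± 0.06 to 8.08 ± 0.11 (SD, n = 3), a fold difference of 53.7 (FDR 4.81e-05, limma). Its young samples were at the low end of the scale, and raising values under log2 6 to 6 gave 4.23. Cyp6a13 rose from 10.14 ± 0.20 to 12.00 ± 0.09 (3.61-fold) and Cyp9h1 from 6.65 ± 0.95 to 10.47 ± 0.12 (14.1-fold). Cyp4ac3 had a fold difference of 8.41, Cyp4ac2 of -7.34 and Cyp6a21 of -6.16, each called whichever sample was left out. Several others depended on single samples. Cyp28d1 (2.57; FDR 0.118, limma) and Cyp9b2 (2.18; FDR 0.103, limma) were called only without Young3 when a sample was left out. Cyp4g15 (2.15) was not called without Young1, Young3, Old2 or Old3, where its fold difference was 1.86, 2.21, 1.86 and 2.18. Cyp6d4 (3.24) was not called without Old2 (2.80) or Old3 (3.14).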

Six members of the Cytochrome P450 subfamily have been confirmed to play a role in toxic chemicals resistance. Four are involved in Dichlorodiphenyltrichloroethane (DDT) resistance. 

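Cyp4p1 (FBgn0015037) rose from 8.97 ± 0.05 to 11.96 ± 0.26 (SD, n = 3), a fold difference of 7.92 (FDR 0.00126, limma), and Cyp4p3 (FBgn0033397) from 6.91 ± 0.50 to 10.63 ± 0.10, a fold difference of 13.2 (FDR 0.00308, limma). The rise of Cyp6w1 was 2.48-fold and that of Cyp9c1 6.08-fold. Cyp9c1 was dim in both groups (2.41 ± 0.23 and 5.01 ± 0.17) and gave no difference once values under log2 6 were raised to 6.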

Cyp4p1 (gene class 4) and Cyp4p3 (gene class 4) organized in a gene class on DNA [41], Cyp6w1 (gene class 4) [42], and Cyp9c1 (gene class 2) [43]. Cyp4e1 (gene class 1) has been reported to play a role in permethrin tolerance [44], and Cyp6d2 (gene class 2) plays a role in the detoxification of toxic compounds [45]. 

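Cyp4e1 (FBgn0015034) fell from 8.31 ± 0.28 to 5.99 ± 0.73 (SD, n = 3), a fold difference of -4.98 (FDR 0.0276, limma), and Cyp305a1 (FBgn0036910) from 11.12 ± 0.26 to 9.69 ± 0.18, a fold difference of -2.70 (FDR 0.00878, limma). Cyp6d2 (FBgn0034756) rose from 5.39 ± 0.69 to 10.34 ± 0.26, a fold difference of 31.0 (FDR 0.00355, limma).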

Cyp18a1 (gene class 1) does not seem to play a role in toxic chemicals resistance, but it is involved in the inactivation of hormone 20 hydroxy ecdysone and is essential in *Drosophila* metamorphosis [46]. 

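Cyp18a1 had a fold difference of -2.23 by its brightest probe set and -1.27, not called, by 1641022_a_at, which was under log2 4 in all samples. Cyp313a1 had one of -16.6, from 7.06 ± 0.73 in young samples to 3.01 ± 0.41 in old ones. Cyp309a1 rose 10.2-fold (FDR 0.0713, limma), with 17.2 without Young3 and 6.69 without Young2. It lost the call without Young1 (9.10), Old1 (11.5), Old2 (12.0) or Old3 (7.61). Cyp12a5 rose 2.23-fold (FDR 0.0626, limma) and was not called without Young2 (2.24) or Old2 (1.86). For Cyp12e1 (FBgn0037817) the brightest probe set gave 1.998, just under the fold criterion, and 2.41 without Young3. Its other probe set, 1626022_at, rose from 3.64 ± 0.46 to 5.74 ± 0.28, a fold difference of 4.31 (FDR 0.0126, limma).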

Finally, Cyp313a1 (gene class 1), Cyp18a1 (gene class 1), Cyp309a1 (gene class 2), Cyp12a5 (gene class 2), and Cyp12e1 (gene class 2) do not have any known function [39].

Among the members of the cytochrome family that were differentially expressed during aging, we found one member of the Cytochrome b5 subfamily, namely CG6870 (gene class 5). 

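CG6870 (FBgn0032652) fell from 12.12 ± 0.41 to 11.04 ± 0.27 (SD, n = 3), a fold difference of -2.12 (FDR 0.0639, limma). It was not called without Young2 (-1.80), Old1 (-1.998) or Old3 (-2.01).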

Cytochrome b5 proteins are hemoproteins involved in electron transport [47]. However, CG6870 does not have a known function [39]. We also found a member of the Cytochrome-C oxidase subfamily, namely CG34172 (gene class 5). 

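CG34172 (FBgn0085201) fell from 13.95 ± 0.10 to 12.39 ± 0.47 (SD, n = 3), a fold difference of -2.95 (FDR 0.0209, limma).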

Cytochrome-c oxidases are oxidoreductases that catalyze the transfer of electrons from ferrocytochrome c to molecular oxygen, reducing it to water, which is accompanied by the extrusion of four protons from the intramitochondrial compartment [48]. However, CG34172 also has no known function [39]. Finally, the two last members of the cytochrome family we found, namely CG10337 (gene class 6) and CG13077 (gene class 2) with no known function [11], belonged to the Cytochrome b561 subfamily, which consists of transmembrane proteins involved in several processes, such as stress defense, iron metabolism, tumor suppression, and various neurological processes [49].

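CG10337 (FBgn0032805) rose from 11.39 ± 0.17 to 12.53 ± 0.25 (SD, n = 3), a fold difference of 2.20 (FDR 0.0143, limma). CG13077 (FBgn0032810) rose from 6.11 ± 0.49 to 9.67 ± 0.17, a fold difference of 11.8 (FDR 0.00336, limma).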

Taken together, these results show that most cytochrome members among our DEGs are upregulated during aging. 

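Over all 27 genes, 19 were higher and 8 lower in old samples by the sign of the change, with a mean log2 change of 1.10 (adjusted p = 0.00345 by limma's camera, 0.00101 by fry and 0.453 by camera with an estimated correlation). The paper chose these genes as DEGs on the same samples, so the p of the set is not independent evidence.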

Most Cytochrome P450 proteins seem to play a role in toxic chemicals resistance and are upregulated, suggesting that older flies may be more resistant than younger flies to toxic chemicals which is consistent with the upregulation of the defense response in the aged flies we observed.

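The whole P450 family on the array, taken by symbol and not by outcome, has 80 genes, of which 50 reached log2 4 in any sample. By the brightest probe set, 16 were called higher and 6 lower. The mean log2 change was 0.33 and the median 0.00659, with 46 genes higher and 34 lower. The family had an adjusted p = 0.198 by limma's camera, 0.00636 by fry and 0.765 by camera with an estimated correlation. Adjusted over the list alone, 17 genes were called higher and 7 lower. Without Young3 the mean log2 change was 0.40 with an unadjusted p of 0.0372 in camera, and without Young1 it was 0.26 with an unadjusted p of 0.660. With probe sets of a group mean of log2 6 or more only, it was 0.54 with an unadjusted p of 0.0999. From the upregulated P450 genes with a role in resistance to toxic chemicals, the paper proposes that older flies may be more resistant to them.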

### 2.8. DEGs with Unknown Function

To better characterize the 232 DEGs with unknown functions, we investigated their expression profiles through RNA-seq data available on modENCODE [31,50]. We addressed two different categories: “tissue expression data” (PRJNA75285) that discriminate the expression level between different tissues and “temporal expression data” (PRJNA75285) that discriminate the expression level between different developmental stages (Figure 4). Among the 232 DEGs with unknown functions, three have a withdrawn status on Flybase, and their expression profile is not available.

We first investigated the expression profile of the 229 remaining DEGs with unknown function among different tissues (Table 5). We found that 24 out of 232 DEGs (10.2%) present a similar expression level in all tested tissues. We also determined that 91 out of 232 DEGs (39.2%) present a higher expression level in at least two different types of tissues compared to others, which means that around 50% of the DEGs with unknown function do not present a predominant expression in a specific tissue. We found that 67 out of 232 DEGs (28.9%) seem to be predominantly expressed in the digestive system compared to other tissues. Interestingly, the proportions of downregulated DEGs and upregulated DEGs predominantly expressed in the digestive system are dissimilar (*p*-value = 0.0001). Specifically, 13.6% of the downregulated DEGs are mainly expressed in the digestive system against 34.9% for the upregulated genes. Conversely, 16.7% of the downregulated DEGs are mainly expressed in the head against 1.2% of the upregulated DEGs (*p*-value = 0.0003). This suggests that the downregulated DEGs present a different expression profile from that of upregulated DEGs among different tissues.

Next, we compared the expression profile of all DEGs with unknown functions among different developmental stages (Table 5). We found that 55 out of 232 DEGs (23.7%) present a similar expression level at every stage. We also observed that 92 out of 232 DEGs (39.7%) present a higher expression level in at least two different developmental stages compared to others, which means that more than 60% of DEGs with unknown functions do not have a predominant expression during a specific developmental stage. Interestingly, we observed that 24.2% of the downregulated DEGs are predominantly expressed during the adult stage against 7.8% for upregulated DEGs (*p*-value = 0.02). Conversely, only 1.5% of the downregulated DEGs are predominantly expressed during the larval stage against 9% of the upregulated DEGs (*p*-value = 0.01). This suggests that the expression profile of the downregulated DEGs with unknown functions is different from that of the upregulated DEGs.

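All 12 genes of Table 5 were called in the direction the paper gives, 9 higher and 3 lower in the old age group. CG31148 (FBgn0051148) rose from 4.83 ± 2.21 to 12.82 ± 0.21 (SD, n = 3), a fold difference of 255 (FDR 0.0157, limma), with Young3 at 7.34 and the other young samples at 3.23 and 3.91. Without Young3 its fold difference was 609, and without Young1 it was 146. CG13215 rose 59.9-fold, or 94.9-fold without Young3 and 39.0-fold without Young1, and CG9084 rose 6.02-fold. CG13311 rose 44.3-fold, or 124-fold without Young3 and 21.8-fold without Young1, and was not called without Young2 (32.1), Old1 (47.7), Old2 (44.5) or Old3 (41.1). CG11893 rose 4.62-fold and was not called without Young2 (4.58), Old1 (5.11), Old2 (4.18) or Old3 (4.61). CG32695 (4.32), CG6912 (3.70) and CG12780 (2.59) also rose. CG8562 fell from 9.93 ± 0.37 to 3.00 ± 0.73, a fold difference of -122 (FDR 0.00225, limma).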

To better understand the roles of genes with unknown functions, we randomly selected 12 up- and downregulated genes (Table 5). First, we examined the effect of these genes on longevity by depleting the corresponding proteins using ubiquitous expression siRNAs in wild-type *Drosophila*. The knockdown of CG9084, CG31148 CG12780 and CG2505 significantly extended lifespan. Other knockdowns were either lethal during early embryonic stages (CG9090) or caused premature death (Table 5), except for the knockdown of CG11893 that did not significantly affect lifespan. The lethality observed in larval and young age flies suggests that all tested genes, but one, perform a vital function in embryonic development or in the adult organism.

Second, to determine the effect of global ectopic expression of these 12 genes, we created transgenic flies expressing recombinant proteins fused with GFP protein. To allow the transcription of a recombinant protein under the control of a GAL4 transcriptional factor, we fused cDNAs of these genes with GFP ORF and cloned them into a pUASt vector. The ubiquitous ectopic expression using the Actin-GAL4 driver 9-resultant protein in wild-type *Drosophila* of two of the 12 genes significantly extended longevity (CG13215 and CG12780), whereas 7 significantly diminished longevity or led to premature lethality (CG9090) (Table 5). Finally, the ubiquitous ectopic expression of three genes did not significantly affect longevity (CG11893, CG13311 and CG31148).

Third, to study the cellular localization and secretion of the twelve recombinant proteins, we expressed them in larval salivary glands and adult midgut tissue using forkhead-GAL4 and Arm-GAL4 driver, followed by examination with confocal microscopy. We decided to start with these tissues since they are easy to stain. The localization of the resultant recombinant proteins is shown in Figure 5 and Table 5. We distinguished the location of the following proteins using morphology and co-staining: soluble nucleoplasm, chromatin, nucleolus, nucleoplasmic granules, soluble cytoplasm, secretory granules, nucleoplasmic granules, mitochondria, perinuclear and peri-plasma membrane space and secreted when recombinant proteins accumulate in sg lumen (Supplementary Figure S2). We observed that the cellular localization of each of these 12 genes was consistent by ectopic expression between larval salivary glands and adult midgut tissues (Supplementary Figure S3).

Only five of these 12 genes have a direct homolog in humans, and none have a reported subcellular localization. SLC25A3, the human homolog of CG9090, is a transmembrane protein and a member of the phosphate carrier family. PLSCR1, the homolog of CG9084, is a transmembrane protein involved in phospholipid translocation. GBA is the homolog of CG31148 and is a glucoside hydrolase. CPB1, the homolog of CG8562, is a carboxypeptidase. Finally, ACHE is the homolog of CG2505 and is an acetylcholinesterase. Taken together, these results suggest that some of these 12 genes with unknown functions may play an important role in the aging process.

## 3. Discussion

We identified 1184 genes differentially expressed between young age flies (three-day-old adult females) and old age flies (45-day-old females). We observed that a majority of genes overrepresented in our DEGs belong to c1 or c2 and are associated with several GO-terms. Our functional analysis revealed that only a small proportion of functions overlapped between upregulated and downregulated DEGs, suggesting the differential regulation of several processes between young and old age groups. This differential regulation likely reflects the regulatory changes responsible for the aging process (Figure 6).

Several genes involved in GO-terms and important for early-stage development were expected to be downregulated during aging, such as ‘GO:0030703 Eggshell formation’. A previous paper revealed that genes involved in egg development were significantly downregulated in flies older than 35 days compared to 2-day-old flies [13]. The downregulation of some genes involved in muscle development during aging was also expected since it has already been reported in a previous study [17]. However, we were surprised to detect a tissue-specific difference in a whole organism context. To explain, several downregulated DEGs which were identified as playing a role in muscle development/maintenance are also expressed in specific tissues. For example, we identified eight members of the troponin/tropomyosin complex among DEGs, but also six genes involved in the Z-line, A-band or M-band of the sarcomere. We also noticed the presence of five members of a muscle-specific actomyosin complex among the DEGs. Interestingly, six of these DEGs were strongly linked with flight muscles, especially indirect flight muscles.

The global upregulation of genes involved in the immune system and the defense response processes during aging has been reported in several studies [13,51,52]. However, the upregulation of several members of the cytochrome P450 family during aging is not well described in the aging literature. Here, we highlighted the presence of 23 members of the Cytochrome P450 family among our DEGs, and most of them are upregulated during aging. Interestingly, 17 of them have at least a predicted role in toxic chemical clearance, which is a part of the *Drosophila* defense response system. However, some are also downregulated during aging, which may result from a difference of expression level in different tissues that cannot be detected with the whole organism approach. We also found upregulation of several genes involved in apoptosis during aging, which is consistent with the results of several studies [13,20]. Interestingly, we found genes that trigger apoptotic processes, but also some that prevent them. This may result from a differential activation of the apoptotic processes in different tissues. We expected to see changes in the expression of genes involved in proteostasis and autophagy processes since these two processes are known to be tightly linked with aging [53,54]. However, we did not find them overrepresented among DEGs. 

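A list of 20 autophagy genes had a mean log2 change of 0.08, with 14 higher and 6 lower (adjusted p = 0.208 by limma's camera, 0.0901 by fry and 0.602 by camera with an estimated correlation). The changes lay between -0.45 and 0.59, all under the fold criterion, so that none could be called, and 6 had an unadjusted p under 0.05 in limma. A list of 47 proteasome genes was also tested, of which only 32 reached log2 4 in any sample. Its mean log2 change was -0.10 and its median -0.06, with 39 lower and 8 higher. Though small, this change had an adjusted p = 4.65e-05 by limma's camera, 0.00370 by fry and 0.291 by camera with an estimated correlation. The largest fall was -0.75, again under the fold criterion, and 17 genes had an unadjusted p under 0.05. Of 23 heat shock and chaperone probe sets, 1 was called higher and 2 lower, with a mean log2 change of -0.32 (adjusted p = 0.370 by limma's camera, 0.669 by fry and 0.765 by camera with an estimated correlation). Whichever sample was left out, the mean change of the proteasome list stayed between -0.11 and -0.08. Since proteostasis and autophagy were not overrepresented among its DEGs, the paper proposes that flies of 45 days may be too young to show such differences.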

One possibility is that since we selected 45-days old flies as an old age group to avoid “pre-death phenotype”, which is linked to the accumulation of necrotic and/or apoptotic tissues, these flies might be too young to detect differences in the expression of genes involved in proteostasis and autophagy process.

Finally, we randomly selected 12 up- and downregulated DEGs with unknown functions and knocked down their expression with siRNA to determine if they play a role in longevity (Table 5). Interestingly, we found that all but one significantly affected lifespan. Moreover, knockdown of five decreased longevity, whereas their expression level increased during aging, suggesting that they may play a positive role in the aging process. Such is the case for CG33926, which is upregulated during aging (fold difference: 33.8), and its knockdown resulted in flies living 46% less than control flies. Conversely, the knockdown of CG2505 increased fly longevity, whereas its expression level decreased during aging, suggesting that CG2505 may play a negative role in the aging process. On the other hand, CG9090 knockdown is lethal at the larval stage and is mainly expressed in young age flies (fold difference: −179.7), suggesting that it may play a role during development, rather than during the aging process. 

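CG33926 rose from 6.72 ± 0.82 to 11.80 ± 0.21 (SD, n = 3), a fold difference of 33.8 (FDR 0.00445, limma). The deposited table has no symbol for its probe set, 1635509_at, which was identified through Supplementary Table S1.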

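CG2505, listed in the deposited table as alpha-Est2 (FBgn0015570), fell from 7.91 ± 0.09 to 5.35 ± 0.13 (SD, n = 3), a fold difference of -5.93 (FDR 6.55e-04, limma).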

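CG9090 (FBgn0034497) was at 12.92 ± 0.20 (SD, n = 3) in young samples and at 10.13, 3.02 and 3.14 in Old1, Old2 and Old3. Its fold difference of -179.7 (FDR 0.103, limma) became -917 without Old1, -77.9 without Old2 and -81.3 without Old3. It lost the call when any sample other than Old1 was left out.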

Next, we also studied the effect of the ubiquitous ectopic expression of these 12 genes on fly longevity. We found that ubiquitous ectopic expression of nine genes significantly affected longevity. However, since we did not quantify the expression level of the flies presenting ubiquitous ectopic expression, or compare it to the endogenous expression level, we cannot exclude the possibility that the increase of expression level is just too low to see an effect of overexpression for some genes. It is also possible that the GFP tag affected the function of the protein, e.g., CG9090. Both CG9090 knockdown and overexpression are lethal, which suggests that the ubiquitous ectopic expression of CG9090 affects the normal function of the endogenous protein. We then determined the subcellular localization of these 12 genes by using transgenic flies that ectopically express a GFP fused protein version of those 12 genes in salivary gland tissue or in adult midgut tissue (Supplementary Figures S2 and S3). We decided to start with these tissues since they are easy to dissect and stain. We observed that these 12 genes presented a different subcellular localization compared to others, suggesting that they play a role in different cellular compartments. However, it is possible that the GFP tag could have affected the normal localization of the protein. It is also possible that the ectopic expression of these proteins affected their localization since only 6 of 12 genes have reported expression in salivary gland tissue [31]. However, the fact that the cellular localization of a gene is similar between salivary gland tissue and adult midgut tissue shows that any effect of GFP on cellular localization is not tissue-specific. To clarify this point, further study could generate flies expressing a GFP-tagged version of these proteins expressed under the control of their own promoter and compare their expression profile to tissue-specific RNA-seq data (PRJNA75285). Finally, some of these proteins could regulate the expression of genes involved in aging process rather than having a direct role in aging (Figure 6).

## 4. Materials and Methods

### 4.1. Drosophila Strains and Genetics and Construction of Transgenic Drosophila

Genetic markers are described in [39], and stocks were obtained from the Bloomington Stock Center and Vienna Center, except as indicated (Table 5). All fly stocks were backcrossed to the y(1), w67c23(2) genetic background, which is reported to be isogenic on chromosomes I, II, and III. Each stock, prior to using it in the reported experiments, was additionally backcrossed by mating brother and sister together for 20 generations. The isogenic stock y(1), w67c23(2) was used in the aging experiments: for each replicates, 500 flies (250 virgin females and 250 males) were placed in 10 different bottles (25 males and 25 females per bottle) with each containing 10 mL of fly food and fresh yeast. Flies were cultured in a 20 °C degree incubator with a standard day/night cycle and 50% humidity. Flies were transferred to a fresh bottle every three days. 

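Genes that are specific to males were examined because of this composition. Of 49 genes from lists for the male accessory gland (20), the testis (21) and the Y chromosome (8), 1 reached log2 4 in any sample. This was Acp95EF, at 12.97 ± 0.03 in young and 12.95 ± 0.03 in old samples. No value of the other genes exceeded 2.71, and the median over all genes and samples was 2.20. Among all probe sets tested, 45.8% reached log2 4 in some sample. Acp95EF was singled out, and Acp26Aa and kl-3 picked as examples, after their values were seen. Acp26Aa was at 2.09 ± 0.02 and 2.08 ± 0.01 (SD, n = 3) in young and old samples, and the Y-linked gene kl-3 at 2.30 ± 0.02 and 2.30 ± 0.02.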

To purify total RNA, 100 males and 100 females were taken among 3 days-old flies and then among 45 days-old flies. In total, 97% of the flies were still alive at day 45. While working with heat shock inducible transcription, we found that the hsp70 promoter is quite active at 25 °C, but silent at 20 °C. Thus, we assumed that 25 °C exerts a semi-stressful condition, so we decided to use 20 °C in our experiments.

To construct UAST::EGFP-transgenic reporters, we generated full-length copies of selected genes genomic fragments using PCR. Primers were designed according to the Gateway cloning system provider recommendations: N-terminal end: starts with 5′-CCAC, then start codon ATG followed by 17bp of the corresponding 5′-end sequence of the ORF: C-terminal end primer: 20 bp 3′-end sequence of ORF excluding the stop codon. We used wild-type Drosophila genomic DNA as a template for PCR. The resulting PCR products were cloned through The Drosophila Gateway™ vector cloning system (Carnegie Institution of Washington) into the corresponding vector for Drosophila transformation. The driver strain for the expression of reporter experiments was arm-GAL4 [55]. The 69B-GAL4 driver is described in [56].

### 4.2. RNA Isolation and Microarray

Total RNA was purified using the RNeasy Mini kit (Qiagen, Valencia, CA, USA) after isolation using TRIzol reagent (Life Technologies, Inc., Grand Island, NY, USA). Microarray services were provided by the UPENN Molecular Profiling Facility, including quality control tests of the total RNA samples by Agilent Bioanalyzer and Nanodrop spectrophotometry. All protocols were conducted as described in the NuGEN Ovation User Guide and the Affymetrix GeneChip Expression Analysis Technical Manual. Briefly, 100 ng of total RNA were converted to first-strand cDNA using reverse transcriptase primed by poly(T) and random oligomers that incorporated an RNA priming region. Second-strand cDNA synthesis was followed by Ribo-SPIA linear amplification of each transcript using an isothermal reaction with RNase, RNA primer and DNA polymerase (Ovation RNA Amplification System V2, NuGEN Inc., San Carlos, CA, USA). The resulting cDNA was assessed by Bioanalyzer, fragmented and biotinylated (Encore Biotin Module, NuGEN Inc., San Carlos, CA, USA), followed by the addition of 3.75 ug of labeled cDNA to Affymetrix hybridization cocktails. Target hybridization was performed on GeneChip *Drosophila* Genome 2.0 arrays (Affymetrix Inc., Santa Clara, CA, USA) according to the manufacturer’s procedures in the GeneChip^®^ Hybridization Oven 645, followed by washing and staining in the GeneChip^®^ Fluidics Station 450. Data were acquired with the GeneChip^®^ Scanner 3000 7G (Affymetrix, Inc., Santa Clara, CA, USA). Three biological replicates per group were made (young and old age). 

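The deposited table has 18952 rows. Of the 18769 probe sets left after removing controls, 3600 carry no gene symbol in the table, 6 of which could be named through Supplementary Table S1. Another 690 carry the symbols of several genes.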

The microarray chip included 18,952 probes that targeted 13,227 different genes.

### 4.3. Microarray Data Analysis

Data analysis was performed using Partek Genomics Suite v6.5 to apply the GCRMA normalization algorithm. Differential expression analysis was conducted using Significance Analysis of Microarrays (SAM, v3.09) and the two-way ANOVA tool. SAM calculates a score for each gene based on the change in expression relative to the standard deviation of all measurements by computing a *t*-test based on the three biological replicates. SAM then performs a set of permutations to determine the false discovery rate (FDR) with an adjustment for multiple testing. The reported list of ranked genes has a ‘delta value’ which defines the threshold of false positive in the validated dataset, which was adjusted to a stringent FDR < 15% [57]. Affymetrix. cel files were imported into Partek Genomic Suite (v6.5, Partek Inc., St. Louis, MO, USA), and GCRMA normalization was applied. Data were exported to SAM (v3.09, Significance Analysis of Microarrays, Stanford University) to test for differential expression, yielding a fold change, a *p*-value based on a *t*-test realized on the three biological replicates, and an FDR. The fluorescence intensity of each probe was recorded as a log_2_ value. To determine the expression level for every gene, the formula 2^X^ was used, where X is the average fluorescence intensity of the three biological replicates. The ratio between the expression level in the young and the old age group, termed fold difference, was used to evaluate the changes of expression levels between the young and old age groups for every gene. A negative value corresponds to a gene that is downregulated in old age flies compared to young age flies, while a positive value corresponds to a gene upregulated in old age flies. A total of 1184 genes were found to be differentially expressed using cutoffs of 2-fold increase or decrease with a false discovery rate <15% and a *p*-value for the two-tailed *t*-test <0.05. Using a combination of *p*-value and FDR allowed us to identify differentially expressed genes (DEGs) while minimizing the number of false positives [57]. The fold difference establishes an arbitrary threshold for a difference of expression level between the young and old age groups that we accepted as sufficient difference to consider a gene as differentially expressed between the two groups.

### 4.4. DEG Cellular Functions and GO-Terms Overrepresentation Analysis

The main cellular functions of the 1184 genes differentially expressed through aging were determined using the PANTHER classification system [11]. This analysis sorted the 1184 DEGs depending on their known functions without any statistical analysis.

Overrepresentation of Gene Ontology-terms (GO-terms) among DEGs was determined using Gene Set Enrichment Analysis (GSEA) software, as described in Subramanian et al., and Mootha et al. [58,59]. The list of 13,227 genes included in the microarray was used. First, GSEA sorts all the genes according to their differential expression between the young and the old age groups from the most downregulated to the most upregulated in the old age group. This differential expression is based on the three biological replicates. The list created is called L. Then, GSEA calculates a score (called enrichment score (ES)) for each GO-term. The score is calculated by walking down the L list, increasing a running-sum statistic when GSEA encounters genes associated with this GO-term and decreasing it when GSEA encounters genes not associated with this GO-term. The magnitude of the increment depends on the position of the genes in the L list: the increment is higher if the gene is at the extreme of the list rather than closer to the median. The score is the maximum deviation from zero encountered in the random walk; it corresponds to a weighted Kolmogorov-Smirnov-like statistic [12]. After that, GSEA performs a set of random permutations between groups, which generates a null distribution. The *p*-value of the score of each GO-term is then calculated relative to this null distribution. Finally, GSEA calculates the FDR for each GO-term based on its score and the number of its associated DEGs. The metric used to rank genes has been set up on “Signal2Noise”. GO-terms with fewer than 4 DEGs were excluded during the analysis. Only GO-terms with *p*-value < 0.05 and an FDR < 25% were considered as overrepresented in one of our groups. To avoid redundancy, when a GO-term was included in another GO-term, only the GO-term representing the smallest subset of genes was selected. For each selected GO-term, the proportion of each gene class (c1–c6) has been calculated (Figure 3B).

### 4.5. Lifespan Experiments

To examine the how ectopic expression of each gene with unknown function affects fly longevity, we generated *Drosophila* stocks expressing individual GFP reporters under the control of strong ubiquitous GAL4 driver Actin-GAL4. Fifty newly hatched female flies and 45 newly hatched males of each genotype were placed together in bottles containing regular *Drosophila* food with dry yeast. Ten replicates were used for each experiment. All flies were switched to new bottles every two days. Deaths were counted daily. For a negative control, we used flies carrying Actin-GAL4 only. This experiment was performed at 20 °C. To study the consequences of knockdown for each gene with unknown function for *Drosophila* longevity, we established fly stocks expressing individual siRNA transgenic constructs (Table 5) under the control of strong ubiquitous GAL4 driver Actin-GAL4. As in the previous set of experiments, 50 newly hatched female flies and 45 newly hatched males of each genotype were placed together in bottles containing regular *Drosophila* food with dry yeast. Ten replicates were used for each experiment. Flies were moved to a new bottle every two days, and the number of deaths was recorded daily. For a negative control, we used flies bearing Actin-GAL4 only. This experiment was also performed at 20 °C.

## Figures and Tables

**Figure 1:**
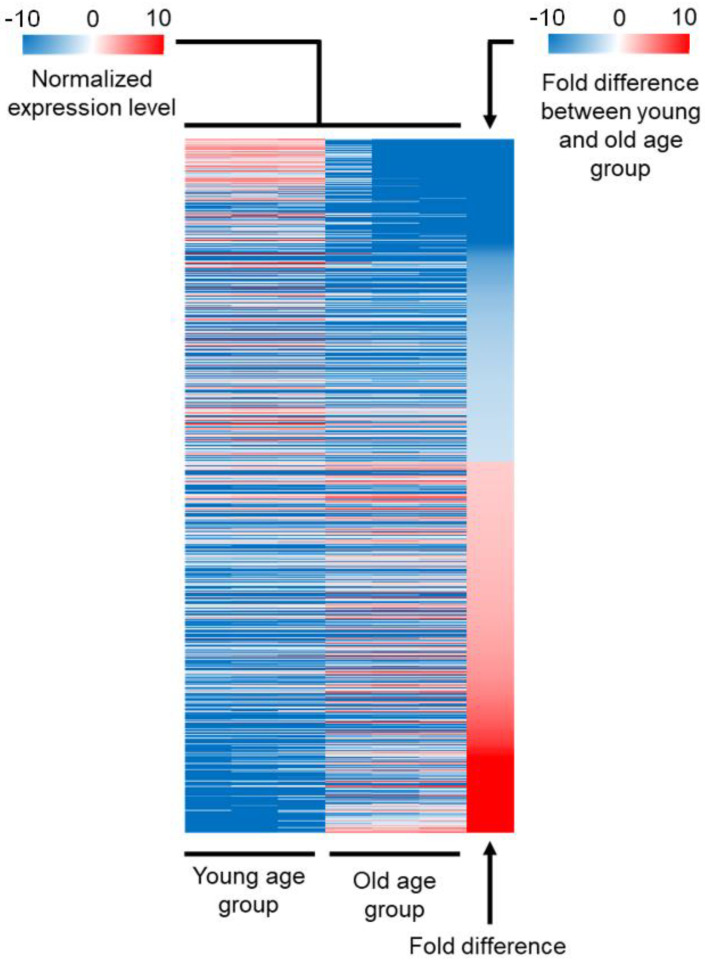
Overview of the transcriptomic analysis. Heatmap representing the expression level of DEGs between old and young age groups that followed our three criteria: (1) fold difference higher than 2, (2) *p*-value of *t*-test based on three biological replicates lower than 0.05, and (3) false discovery rate (FDR) lower than 15%. The three biological replicates are shown separately. The expression level of each gene is normalized by subtracting the average level of expression for all genes. A negative value corresponds to a gene that is downregulated in old age flies (downregulated DEGs) (blue), while a positive value corresponds to a gene that is upregulated in old age flies (upregulated DEGs) (red). The last column represents the fold difference between old and young age groups. The value is negative when the expression is higher in the young age group (blue), and the value is positive when the expression is higher in the old age group (red).

**Figure 2:**
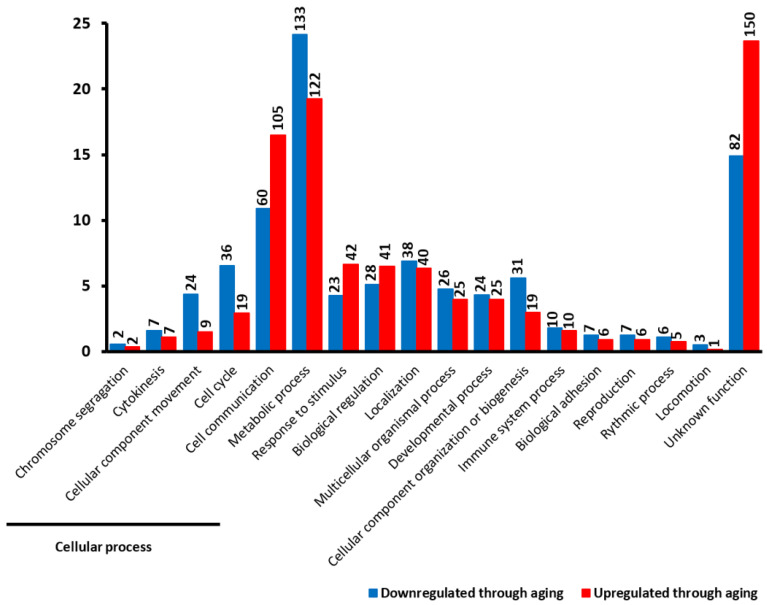
Overview of main cellular functions of 1184 differentially expressed genes between young and old age groups. The first five processes are subcategories of the “cellular process”. The height of each bar corresponds to the percentage of genes belonging to each specific process. Genes downregulated in the old age group are represented in blue, whereas genes upregulated in the old age group are represented in red. The black number at the top of each bar corresponds to the number of DEGs belonging to each specific process.

**Figure 3:**
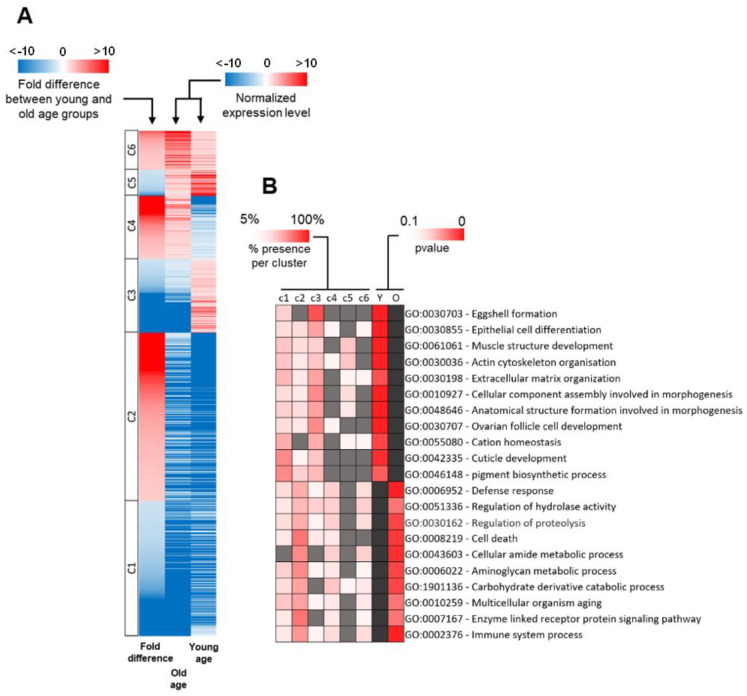
Functional classification of differentially expressed genes between young and old age groups. (**A**) Heatmap of differentially expressed genes. Expression values for the old and young age groups are shown as normalized to the mean of the expression of all genes. Blue color indicates that the expression level of a gene is lower than the mean, whereas a red color indicates a higher expression level. The fold difference column corresponds to the difference of expression of a gene between old and young age groups. The blue color corresponds to a downregulated gene in the old age group, whereas the red color corresponds to an upregulated gene in the old age group. The six gene classes are shown. (**B**) GO-term function enrichment analysis of old and young age groups and the prevalence of each GO-term in each gene class. The first six columns correspond to the six classes represented in Figure 3A (c1 to c6). The significance of the most represented GO-term in the old and young age groups is indicated by the *p*-value in the last two columns (Y for the young age group and O for the old age group). The heatmap below each gene class corresponds to the percentage of genes belonging to each GO-term that are present in this gene class. A grey tile means that less than 5% of the DEGs that belong to this GO-term are members of this gene class. A dark grey tile means that this GO-term is not overrepresented in this category.

**Figure 4:**
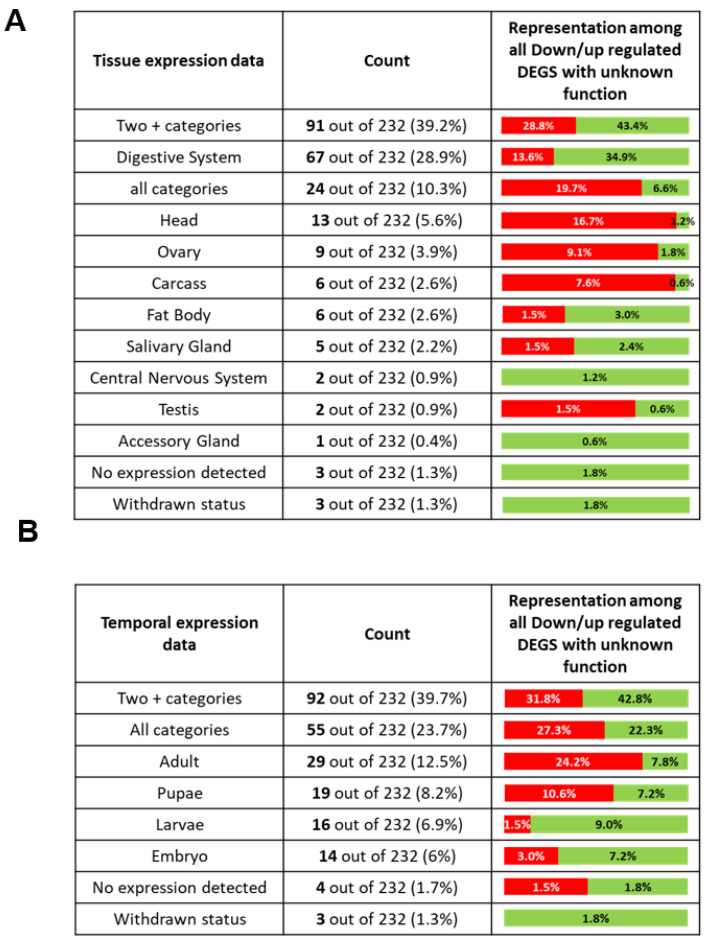
Breakdown of the RNA-seq profile of all DEGs with unknown function (modENCODE data). Two categories were addressed: “tissue expression data” (PRJNA75285) and “temporal expression data” (PRJNA75285). A gene is considered to be predominantly expressed in a specific tissue/stage if its expression level is at least two-fold higher in this tissue/stage than in the others. If the expression level of a DEG is similar in several tissues/stages, but is two-fold higher than at least one other tissue/stage, we considered this gene to be predominantly expressed in different tissues during different stages (labeled as “two + categories”). Conversely, if the fold difference of expression level of a DEG among all tested tissues/stages is lower than two, we considered the expression of this DEG to be similar in all tested tissues/stages (labeled as “all categories”). The third column of (**A**) and (**B**) corresponds to the difference of repartition between downregulated and upregulated DEGs. The red percentage corresponds to the proportion of downregulated DEGs that belong to this category, whereas a green percentage corresponds to the proportion of upregulated DEGs. Asterisks after the name correspond to the result of a two-tailed Fisher exact test. no asterisk: non-significant. (**A**) Expression of all DEGs with unknown function in different tissues. (**B**) Expression of all DEGs with unknown function during different developmental stages.

**Figure 5:**
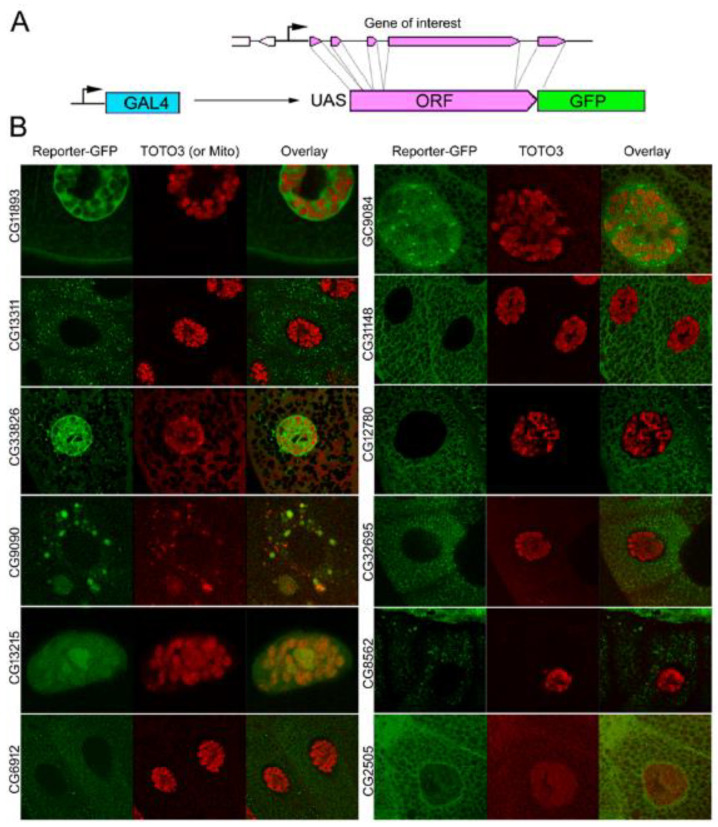
Cellular localization of twelve randomly selected genes out of the list of 232 with unknown function. (**A**) To allow transcription of the recombinant protein under the control of the GAL4 transcriptional factor, we fused cDNAs of these genes with GFP ORF and cloned them into a pUASt vector. (**B**) To study cellular localization and secretion of twelve recombinant proteins, we expressed them in larval salivary glands (SG) using a forkhead-GAL4 driver and examined them using confocal microscopy. Live, dissected larval salivary glands expressing reporter-transgenes (green) were stained with DNA-binding dye (red, shown only in Overlay) and analyzed by confocal microscopy live imaging. A single cell is shown for each experiment. We used TOTO3 staining (red) to detect nuclear DNA (chromatin) (for all except CG9090) and mitochondrial protein Tim17b (red) (for CG9090). We distinguished localization of the following proteins using morphology and co-staining: soluble nucleoplasm, chromatin, nucleolus, nucleoplasmic granules; soluble cytoplasm, secretory granules, mitochondria, perinuclear and peri-plasma membrane space and secreted when recombinant proteins accumulate in SG lumen.

**Figure 6:**
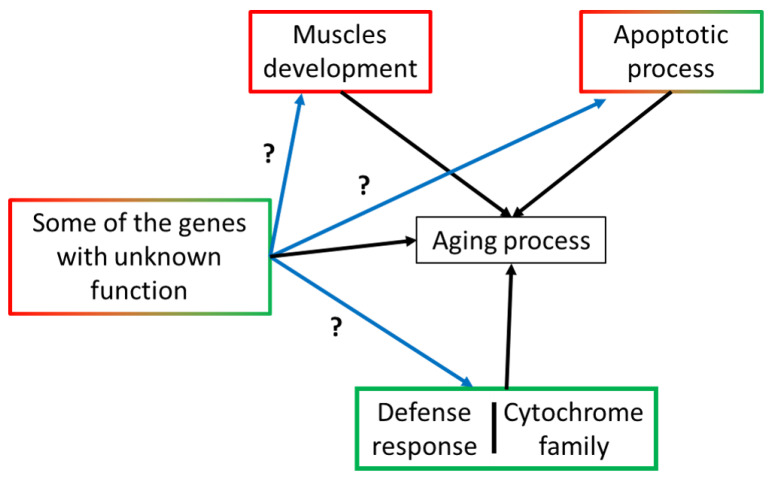
Overview of the processes that are affected during aging process. Processes contoured in red are mainly downregulated during aging while processes contoured in green are mainly upregulated during aging. Among the 12 genes tested the knockdown of five decreased longevity, whereas their expression level increased during aging. Conversely, the knockdown of one increased longevity, whereas its expression level decreased during aging. Black arrows represent known interaction while blue arrows represent potential interaction.

**Table 1:** Summary of differentially expressed genes (DEGs) by class. Gene class 1 and 2 correspond to DEGs with low expression compared to other genes in both young and old age groups. Gene class 3 and 4 correspond to DEGs with low expression compared to other genes in one group and a high expression in another group. Gene class 5 and 6 correspond to DEGs with high expression compared to other genes in both young and old age groups.

Gene Class	Number of Genes Included	Expression in the Young Age Group Compared to Average	Expression in the Old Age Group Compared to Average	Down- or Upregulated during Aging
1	328	Lower	Lower	Downregulated
2	408	Lower	Lower	Upregulated
3	178	Higher	Lower	Downregulated
4	154	Lower	Higher	Upregulated
5	63	Higher	Higher	Downregulated
6	94	Higher	Higher	Upregulated

**Table 2:** Sample of genes that belong to the GO-terms “Muscle structure development” and “actin cytoskeleton organization”. Fold change shown is old age flies relative to young age flies.

Gene	Differential Expression Level between ‘Old Age’ and ‘Young Age’ Flies (Fold Difference)	Gene Class	Protein Group	Human Ortholog
Sls	−29.01	1	Titin	HMCN1
MLP60A	−20.92	1	Z-line-associated protein	CSRP3
TPnC25D	−9.97	1	Troponin C	CALML6
Salm	−4.9	1	Zinc finger transcription factor	SALL1
Eya	−3.44	1	Tyrosine phosphatase	EYA2
TPnC47D	−118	3	Troponin C	CALML6
Fln	−85.68	3	A-band-located protein	/
Strn-Mlck	−75.2	3	Calcuim/calmodulin-dependent protein kinase	MYLK
Unc-89	−35.71	3	obscurin	SPEG
Act88F	−20.58	3	Actin	ACTB
TPnC41C	−19.2	3	Troponin C	CALML6
Act79B	−13.2	3	Actin	ACTB
Prm	−3.48	3	Paramyosin	/
Mlp84B	−2.79	3	Z-line-associated protein	CSRP3
Tn	−2.06	3	Z-line-associated protein	TRIM2
TPnC4	−6.56	5	Troponin C	CALM1
Tm2	−3.65	5	Tropomyosin	TPM3
Up	−3.24	5	Troponin T	TNNT2
mlc2	−3.2	5	Myosin light chain	MYL
Tm1	−3.16	5	Tropomyosin	TPM1
Fhos	−3.04	5	Formin -like	FHOD3
mlc1	−2.78	5	Myosin light chain	MYL
Act87E	−2.75	5	Actin	ACTB
mhc	−2.47	5	Myosin heavy chain	MYH
Mf	−2.44	5	A-band-located protein	/
Bt	−2.27	5	Projectin	TTN
wupA	−2.24	5	Troponin I	TNNI2

**Table 3:** Sample of genes that belong to the GO-term “Cell death”. Fold change shown is old age flies relative to young age flies.

Gene	Differential Expression Level between ‘Old Age’ and ‘Young Age’ Flies (Fold Difference)	Gene Class	Protein Group	Human Ortholog
Fkh	3.86	2	Fork head box transcription factor	FOXA2
Strica	3.84	2	Caspase	CASP3
Ubr3	2.37	2	RING finger protein	UBR3
Hand	11.25	2	bHLH transcription factor	HAND2
Lola	3.33	2	C2H2 zinc finger transcription factor	ZBTB20
Naam	3.11	2	Nicotinamide amidase	/
Fwe	3.11	2	Other calcium channel-forming subunit	CACFD1
Decay	6.72	4	Caspase	CASP3
Damm	13.09	4	Caspase	CASP3
Diap1	2.7	6	RING finger protein	BIRC2

**Table 4:** DEGs that encode for a member of the cytochrome family. In total, 23 out of 27 DEGs are related to the Cytochrome P450 subfamily. A negative differential expression level means that this gene had higher expression in young age flies compared to its expression in old age flies. A positive differential expression level means that this gene had a lower expression level in the young age flies compared to its expression in old age flies. The first part of the table includes DEGs that are downregulated during aging. The second part of the table includes DEGs that are upregulated during aging.

Gene	Differential Expression Level between ‘Old Age’ and ‘Young Age’ Flies (Fold Difference)	Gene Class	Protein Group	Function	Human Closest Ortholog
Cyp313a1	−16.6	1	Other cytochrome P450	Unknown	CYP26B1
Cyp4ac2	−7.3	1	Other cytochrome P450	Toxic chemicals breakdown (predicted)	CYP4V2
Cyp4e1	−5.0	1	Other cytochrome P450	Permethrin resistance	CYP4V2
Cyp6a21	−6.2	3	Other cytochrome P450	Toxic chemicals breakdown (predicted)	CYP3A4
Cyp305a1	−2.7	3	Other cytochrome P450	Unknown	CYP2J2
Cyp18a1	−2.2	1	Other cytochrome P450	Steroid hormone inhibition	CYP2J2
CG34172	−2.9	5	Cytochrome-C oxidase	Unknown	COX7A1
CG6870	−2.1	5	Cytochrome b5	Unknown	CYB5A
Cyp4g15	2.1	2	Other cytochrome P450	Toxic chemicals breakdown (predicted)	CYP4V2
Cyp4ac3	8.4	2	Other cytochrome P450	Toxic chemicals breakdown (predicted)	CYP4V2
Cyp4p1	7.9	4	Other cytochrome P450	DDT resistance	CYP4V2
Cyp4p3	13.2	4	Other cytochrome P450	DDT resistance	CYP4V2
Cyp6w1	2.5	4	Other cytochrome P450	DDT resistance	CYP3A4
Cyp9c1	6.1	2	Other cytochrome P450	DDT resistance	CYP3A4
Cyp6d2	31.0	2	Other cytochrome P450	Camptothecin resistance	CYP3A4
Cyp28d1	2.6	4	Other cytochrome P450	Toxic chemicals breakdown (predicted)	CYP3A4
Cyp6d4	3.2	2	Other cytochrome P450	Toxic chemicals breakdown (predicted)	CYP3A4
Cyp309a1	10.2	2	Other cytochrome P450	Unknown	CYP3A4
Cyp9b2	2.2	6	Other cytochrome P450	Toxic chemicals breakdown (predicted)	CYP3A5
Cyp9b1	2.3	2	Other cytochrome P450	Toxic chemicals breakdown (predicted)	CYP3A5
Cyp9h1	14.1	2	Other cytochrome P450	Toxic chemicals breakdown (predicted)	CYP3A5
Cyp6a13	3.7	4	Other cytochrome P450	Toxic chemicals breakdown (predicted)	CYP3A7
Cyp304a1	53.7	2	Other cytochrome P450	Toxic chemicals breakdown (predicted)	CYP2F1
Cyp12a5	2.2	2	Other cytochrome P450	Unknown	CYP24A1
Cyp12e1	4.3	2	Other cytochrome P450	Unknown	CYP24A1
CG10337	2.2	6	Cytochrome b561	Unknown	CYB561D1
CG13077	11.8	2	Cytochrome b561	Unknown	CYB561D1

**Table 5:** Cellular localization and effects of ectopic expression and knockdowns on longevity. Twelve randomly selected genes from the list of 232 with unknown function. Column 2 shows the fold change of gene expression in aged flies; 3—cellular localization; 4—secretion; 5—effects of ectopic expression on longevity compared with Actin-GAL4 *Drosophila;* 6—names of siRNA knockdown transgenes; 7—effects of knockdowns on longevity compared with Actin-GAL4 *Drosophila*. All numbers included in columns 5 (Ectopic expression effect on longevity) and 7 (Phenotype of the knockdown) have *p*-value < 0.05.

Gene	Differential Expression Level between ‘Old Age’ and ‘Young Age’ Flies (Fold Difference)	GFP-Reporter Localization	Secreted	Ectopic Expression Effect on Longevity	siRNA Transgene (Vienna)	Phenotype of the Knockdown
CG11893	4.6	Soluble nucleoplasm; Secretory granules	Yes	No	v16356 v105267	No
CG13311	44.3	Cytoplasmic particles	No	No	v101655 v51574	−17%
CG33926	33.8	Soluble nucleoplasm; Secretory granules	Yes	−11%	v107542	−46%
CG9090	−179.7	Mitochondria	No	lethal	v101848 v44297	lethal
CG13215	59.9	Nuclear chromatin and nucleolus	No	+5%	v37166 v37167	−22%
CG6912	3.7	Secretory granules	Yes	−7%	v102806 v31093	−9%
CG9084	6.0	Soluble cytoplasm; nucleoplasmic granules; Soluble nucleoplasm	No	−28%	v26908 v106414	+6%
CG31148	254.5	Soluble cytoplasm	No	No	v14698 v14697	+6%
CG12780	2.6	Secretory granules	Yes	+5%	v101969 v24613	+5%
CG32695	4.3	Cytoplasmic granules	No	−9%	v44751 v102678	−12%
CG8562	−121.6	Secretory granules	Yes	−6%	v44577 v44578	−24%
CG2505	−5.9	Perinuclear and peri-plasma membrane space	No	-−31%	v105578 v20879	+11%

## Data Availability

All data described herein are contained within this manuscript. Data are stored on external hard drives and an internal laboratory server. Raw results are freely available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE187896, accessed on 10 December 2021 or can be furnished upon request by contacting Alexei Tulin ().

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes12121982/s1, Figure S1: Graph representing the distribution of the 1184 Differentially expressed genes (DEGs), Figure S2: An example of recombinant protein secretion to the larval salivary gland lumen, Figure S3: Cellular localization of twelve randomly selected genes out of the list of 232 with unknown function, Table S1: Microarray raw data.

How the deposited data were processed for this re-analysis (not part of the article)

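Whole flies of a young age group (3 days) and an old age group (45 days), cultured at 20 °C, were compared on 6 Affymetrix GeneChip Drosophila Genome 2.0 arrays, 3 for each age. According to the methods, each sample was prepared from 100 female and 100 male flies, with 3 biological replicates per group. The introduction gives the younger age as 2 days, and the results text speaks of females, whereas the methods and the sample labels give 3 days and flies of both sexes. Ages are given here as in the methods.

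The deposited table holds log2 values. According to the methods, the authors amplified total RNA, hybridized it to the arrays, imported the scans into Partek Genomics Suite and normalized them with GCRMA, which corrects the background with the probe sequence, brings the arrays to a common distribution and gives 1 log2 value per probe set. The table has 18952 probe sets with no filter applied, and the values ran from 1.51 to 15.05 in the probe sets tested. Sorted values were nearly the same in all columns, as the normalization to a common distribution would give. The scans of the arrays were not analysed here, so the background correction and the normalization could not be varied from their start. The table gives a gene symbol and a FlyBase identifier for most probe sets, without coordinates and without a release of the annotation, so no genome positions are given.

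The columns of the old age group are numbered differently in the deposited table and in the sample labels. Samples were therefore named Young1 to Young3 and Old1 to Old3 after the columns of Supplementary Table S1. All 1183 distinct sets of values in that table were found in the deposited table. No date of scanning and no batch is given in the labels or in the paper, so an effect of batch could not be looked for.

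After 183 control probe sets had been left out, 18769 probe sets were tested. Analyses were run in R 4.3.3 with limma 3.58.1. A linear model with the age group as the only term was fitted to the log2 values of each probe set, and the old minus young coefficient was tested with limma's moderated test. A probe set was called when its fold difference was above 2, its p under 0.05 and its Benjamini-Hochberg FDR under 0.15, the 3 criteria of the methods. The methods name SAM and a two-tailed t-test in place of limma. Both were run as alternatives, the t-test with equal variances, which the methods do not specify, and SAM from its published statistic with all permutations of the labels, since the original add-in was not at hand. A SAM call also needed the fold criterion and an unadjusted t-test p under 0.05. A gene was counted as a DEG if any of its probe sets was called, and a probe set with several gene names was counted under the joint label.

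The genes named in the text are every gene that the paper names for this experiment in its text or in Tables 2 to 5, and the 5 called genes with the largest fold difference in each direction whose old values all lie on the same side of all young values. A gene with several probe sets is represented by the one with the highest mean over the 6 samples, and other probe sets are mentioned where they differ. Genes singled out beyond this rule are said to have been chosen after their values were seen. Gene classes followed the paper's formula, with the average level taken over the called probe sets of both age groups on the linear scale.

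An annotation of GO terms was not used here, so the overrepresentation tests of the paper were not repeated. In their place, 23 gene lists were used: the genes of Tables 2 to 5, the flight muscle genes named in the text, all cytochrome P450 genes, and lists of eggshell, yolk protein, female germline, male accessory gland, testis, Y chromosome, antimicrobial peptide, peptidoglycan recognition, cuticle, autophagy, proteasome, heat shock, ribosomal protein, caspase, apoptosis trigger, apoptosis inhibitor and digestive enzyme genes. The lists were written from general knowledge of the gene symbols and checked against the symbols on the array. The 20 lists with at least 5 genes on the array were tested with limma's camera at a preset correlation between genes of 0.01, with fry and an estimated correlation beside it, and p was adjusted over these lists by the Benjamini-Hochberg method. In the comparison of alternatives, a list was taken as changed at an unadjusted p under 0.05 in camera. The tested lists, the criteria, the rule for named genes and the alternatives were fixed before the data were examined, except for the use of the brightest probe set of each gene, which was added afterwards.

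The alternatives were the methods' t-test, SAM, an FDR under 0.05, array weights, a trended and robust variance prior, values centred on the array median, values quantile normalized again, probe sets with a group mean of log2 6 or more only, values under log2 4 or under log2 6 raised to that value, each sample left out in turn, and the probe sets of a gene averaged. For gene classes, a separate average for each age group, the average of log2 values and the average over all probe sets were also used. The replicate number was not used as a block, because the numbers of the old columns in the deposited table do not match those of the labels. A pairing by the column names of Supplementary Table S1, or by every possible matching of old with young samples, was not run. The methods describe a culture of flies for each replicate, with flies taken at 3 days and then at 45 days. A young and an old sample may therefore share a culture, whereas the fit treated all samples as independent.

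The procedure was tested on simulated data with 18769 probe sets, of which 200, all with a young mean above log2 6, were given a change of 2 on the log2 scale. limma called 191 of these and 2 unchanged probe sets, the methods' t-test 169 and 0, SAM 177 and 0, limma with array weights 191 and 2, and limma with the trended and robust prior 193 and 5. The simulated noise was normal and independent between probe sets, so a sample that deviates over many genes was not covered. Nor were changes near the low end of the scale, whereas 345 of the 1203 called probe sets had a group mean under log2 4. Arrays give no counts, so no counting error can be stated. The number of arrays limits the precision, and 3 samples against 3 cannot give an exact permutation p under 0.1. In 54.8% of the probe sets both group means were under log2 4, where little change can be seen.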

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

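The comparison of the called probe sets with Supplementary Table S1 was chosen after the number of called probe sets had been seen, whereas the count over other splits of the samples was planned.

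Of the 58 called probe sets whose values are not in Supplementary Table S1, 10 have no gene symbol and 37 belong to genes that the table lists through another probe set. The other 11 belong to genes that the table does not list, and they drew attention because they show a difference in data that the paper does not discuss. CG43064 rose from 4.01 ± 1.11 in young to 11.92 ± 0.26 in old samples, a fold difference of 241 (FDR 0.00334, limma). The fold difference was 17.0 for CG43085, 16.0 for CG31809, 6.40 for CG43120, 4.92 for CG10962, 4.71 for the probe set shared by CG14906 and CG14907, 3.10 for CG43062, 2.58 for CG43103 and 2.36 for Galphaq. It was -4.50 for CG43050 and -3.54 for Msp300. In all of them the 3 old values lay on the same side of the 3 young values. All these genes were singled out after their values were seen.

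Several of the 11 are close to the low end of the scale. A group mean was under log2 4 for CG43085, CG31809, CG43050, Msp300 and CG43062. CG43085 had old samples from 5.03 to 8.81 and an FDR of 0.104, and Galphaq had an FDR of 0.115, both in limma. The methods' t-test with the same adjustment did not call CG43085, CG43062 or Galphaq. The other 5 probe sets of Msp300 and the other 2 of Galphaq were not called. The names in the deposited table and in Supplementary Table S1 come from annotations whose releases are not stated, and whether a gene stands in the table under an older name was not examined. Of the 10 splits of the 6 samples into 3 and 3, only 1, the split by age, gave 1203 called probe sets in limma. The other 9 gave 0 in limma, 0 in SAM and 0 in the methods' t-test, with 1 to 14 probe sets at an unadjusted p under 0.05 and a fold difference above 2 in limma. With 10 splits in all, this count by itself cannot exclude chance at the 0.05 level. The difference in age stays among the open explanations for these genes and was not tested apart from other differences between the groups.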

How the results depend on the processing

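The setting with the brightest probe set of each gene was chosen after the results had been seen, and the other alternatives in this part were planned. No paired analysis was possible because the columns of the old age group carry other numbers than the labels, so that no old column can be matched to a young column by its replicate number.

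Over the main counts, lists, shares and the spread between replicates, 299 of 316 values under alternatives stayed close to the main value. For a list this means the same direction and the same side of the threshold, for a count or the spread a value within 1.5 times the main one, and for a share a value within its 95% confidence interval. By these limits a count such as 955 still passes as close to 1203. The 316 values leave out camera with an estimated correlation. By it the eggshell, antimicrobial peptide and cuticle lists had an unadjusted p of 0.2409, 0.1373 and 0.6495 and did not pass the threshold. Their estimated correlations were 0.7178, 0.1696 and 0.3721, against the preset 0.01. The proteasome list still passed (unadjusted p of 0.01454), and the P450 and autophagy lists did not, as in the main test. The number of called probe sets, 1203 in limma, ranged from 993 without Old3 to 1157 without Old1. The number of called genes ranged from 952 without Old3 to 1109 without Young3, that of higher genes from 496 to 627 and that of lower genes from 444 to 523. Array weights gave 1314 probe sets, but 1 sample, Young2, received a weight of 7.96. SAM kept 1200 of the 1203 calls, as many as the unadjusted t-test p and the fold criterion passed alone. The methods' t-test with adjusted p kept 1062. An FDR under 0.05 kept 971, values centred on the array median 1188 and values quantile normalized again 1177. Both scalings moved the median of all probe sets by less than 0.001 in size (-0.00017 and -0.000127).

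Raising values under log2 6 to 6 gave 792 called probe sets, of which 788 were called before, 766 genes, 400 higher genes and 11 genes of Table 4 called higher, and 92.8% of the fold differences then lay between -25 and 75. This setting by its construction shortens every difference that reaches under log2 6. Raising values under log2 4 to 4 gave 955 probe sets, all of them among the 1203. The share of fold differences between -25 and 75 ranged from 85.6% without Old1 to 89.9% without Young2. Testing only probe sets with a group mean of log2 6 or more gave 1053 probe sets and kept 995 of the calls.

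The genes of Table 2 called lower ranged from 21 to 25 with a sample left out, those of Table 3 called higher stayed at 10, those of Table 4 called higher ranged from 12 without Old2 to 17 and called lower from 7 to 8, and those of Table 5 from 9 to 11. With the brightest probe set of each gene these counts were 25, 7, 18, 8 and 12. Of the 79 named genes that were called, 60 kept the call in every setting run for them. With some sample left out, 16 lost it, while 7 lost it with the floor at log2 4 and 13 with the floor at log2 6. No called gene changed its direction. The brightest probe set of lola, which was not called, ranged from -1.05 without Young3 to 1.06 without Young1, and the cause was not tested.

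Among the lists, the mean log2 change of the P450 family ranged from 0.26 without Young1 to 0.40 without Young3. Only without Young3 (unadjusted p of 0.0372 in camera) and with fry (0.33, unadjusted p of 0.00350) did it pass the threshold, against a range of 0.0372 to 0.660 over the samples left out. With probe sets of a group mean of log2 6 or more only, the mean was 0.54 (unadjusted p of 0.0999). The cuticle list, at -0.51, ranged from -0.57 without Old1 to -0.47 without Old2, and with probe sets of a group mean of log2 6 or more only, which leaves out most of the list, it was -3.90 (unadjusted p of 4.73e-05). It no longer passed the threshold without Old2 (unadjusted p of 0.134), with fry (-0.51, unadjusted p of 0.199), with values under log2 4 raised to 4 (-0.41, unadjusted p of 0.0603) and with values under log2 6 raised to 6 (-0.30, unadjusted p of 0.0698). Over these settings of this list the unadjusted p ran from 4.73e-05 to 0.199, and camera with an estimated correlation gave an unadjusted p of 0.6495. In each of these cases the cause was not tested. With a sample left out, the eggshell list ranged from -7.27 without Old1 to -3.45 without Old3, the antimicrobial peptide list from 2.31 to 3.62, the autophagy list from 0.04 to 0.11 and the proteasome list from -0.11 to -0.08.

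Taking the average of the log2 values as the average level of the gene classes gave 182 probe sets in the first class, 225 in the second, 197 in the fifth and 260 in the sixth, and by construction this lower level moves probe sets from the first 2 classes to the last 2. The other averages and the methods' t-test left every class within 1.5 times its main count. The median SD between the samples of a group was 0.0238 over all probe sets and 0.0941 over those with a mean of log2 6 or more. Depth does not apply to arrays. The signal over background is one limit, not compared with others here, and 345 of the 1203 called probe sets had a group mean under log2 4 and 43 had both.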

Differences from the paper's values

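The probe sets of Supplementary Table S1 were compared with the brightest ones after the values had been seen, and so was the setting with the brightest probe set of each gene. The other alternatives in this part were set before the data were examined.

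The fold difference of a gene was taken to differ when its sign differs or its log2 value differs by more than the SD between replicates, and a count when one value is more than 1.5 times the other. Within these limits the counts are not all equal. There were 1203 called probe sets here against the paper's 1225, 1154 genes against the paper's 1184, 533 lower genes against the paper's 550, 622 higher genes against the paper's 634 and 165 probe sets of the third class against the paper's 178. Beyond the limits lie 10 of the 97 values compared, all of them fold differences of single genes. For sls the value here was -12.6 and the paper's is -29.01. For Mlp60A it was -2.40 and the paper's is -20.92. For Strn-Mlck it was -2.33 and the paper's is -75.2. For Prm it was -2.27 and the paper's is -3.48. For Tm1 it was 1.05 and the paper's is -3.16. For Mf it was -1.84 and the paper's is -2.44. For Ubr3 it was -1.06 and the paper's is 2.37. For lola it was 1.01 and the paper's is 3.33. For fwe it was 1.07 and the paper's is 3.11. For Cyp12e1 it was 1.998 and the paper's is 4.3. The alternatives run for these genes were the floors at log2 4 and log2 6 and each sample left out in turn. Under none of them did the value of any of the 10 genes come within the paper's.

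The values here are those of the brightest probe set of each gene, by the mean over all 6 samples. A probe set that falls far in old samples ranks lower by this rule. In Strn-Mlck the probe set of Supplementary Table S1 was the brighter one in young samples (12.93 against 10.73). In the other genes the brightest probe set led in young samples as well. In all 10 genes Supplementary Table S1 holds another probe set. With that probe set, a setting chosen after seeing the values, the fold difference was -29.1 for sls, -20.9 for Mlp60A, -75.2 for Strn-Mlck, -3.48 for Prm, -3.16 for Tm1, -2.44 for Mf, 2.37 for Ubr3, 3.33 for lola, 3.11 for fwe and 4.31 for Cyp12e1. All 10 of these probe sets were called, so the setting drops 0 of the 10 genes.

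The paper lists Cyp9b1 among the upregulated cytochrome genes, and here it was not called (fold difference 2.32, FDR 0.187 in limma). It was called with probe sets of a group mean of log2 6 or more only (FDR 0.0742) and with the probe sets of a gene averaged (FDR 0.141). It was also called with the brightest probe set of each gene (FDR 0.142), a setting chosen after the values had been seen, under which 25 of the 27 genes of Table 2, 7 of the 10 genes of Table 3 and 26 of the 27 genes of Table 4 were called. No other setting called it.

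The paper describes the probes of a gene as changing in the same direction. The gene l(2)41Ab had 1 probe set called higher (2.57 in young to 3.98 in old samples) and 1 called lower (4.49 to 2.97). Both have a group mean under log2 4, so these changes depend on how low values are treated. Supplementary Table S1 was selected by a p under 0.05 according to the methods, from a two-tailed t-test whose other settings are not given. With equal variances, which were assumed here, 41 of its 1183 distinct sets of values had a p of 0.05 or more, up to 0.0684. This does not show that they miss the paper's own criterion. The paper's class counts are given for genes, but they add to the paper's number of probe sets, 1225, and not to its number of genes, 1184. The paper's counts of the first 2 classes also add to more than the paper's number of genes below the average in both age groups, 722. Of 63 genes with a class in the paper's tables, 62 were in the same class here by the probe set of Supplementary Table S1, and Prm was in the fifth class here and is in the third in the paper. The results text names female flies, while the methods name 100 females and 100 males for each sample. The introduction gives the younger age as 2 days, and the methods give it as 3 days.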

Other observations

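The tests of gene lists by camera and fry and the comparison of the proteasome list with random gene lists were planned, and all other tests in this part were chosen after the result had been seen.

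Old1 lay between the young samples and the other 2 old samples for many genes that fell. Over the 98 probe sets called lower and bright in young samples (log2 12 or more), the median level left in old samples was 33.4% of the young level in Old1, 23.2% in Old2 and 19.6% in Old3. A fault of the array of Old1 would displace unrelated probe sets as well. Of 6950 bright probe sets, called ones included, 0.676% were more than 2-fold away from the mean of Old2 and Old3, which argues against a fault that reaches many probe sets. A first form of this test, the median shift of unchanged bright probe sets in Old1 (-0.00765), Old3 (0.00694) and Young2 (-0.0166), decides nothing, because the authors' normalization brings the arrays to the same distribution.

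Young RNA mixed into Old1 may also have this effect. The test of it took 4 forms, and each form after the first was written after the values of the earlier ones. The first compared the 90th with the 10th percentile of the share kept in Old1 (a ratio of 6.34), on probe sets chosen for being low in Old2 and Old3, and is void for that reason. The second counted probe sets more than 2-fold under the share of the young level that the muscle genes of Table 2 keep in Old1, 43.4%, and found 39.7% of them under it, but these genes keep 27.8% in Old2 and 28.8% in Old3 as well. The third took the share that the flight muscle genes would need beyond their level in Old2 and Old3, with a median of 16.0%. Of 78 bright probe sets called lower outside the muscle lists, 9 were more than 2-fold under the resulting level, which is 11.5% and close to the limit of 10% set for the test. The limit of log2 12 leaves out most genes that old samples lose, so the fourth form took every probe set called lower with a young mean of log2 8 or more outside the muscle lists. Of these 342, 68 were more than 2-fold under that level (19.9%) and 18 more than 10-fold, with a median of 3.02 in Old1 where mixing would give 8.11. In CG3264, for example, Old1 stood at 1.83 against a young mean of 11.18, where mixing would give 8.54. The 8 flight muscle genes would need shares from -21.3% to 38.8%, and 5 of them 10% or more. The fourth form therefore argues against young RNA mixed into Old1 as the cause. Flies that differ between old samples remain as a biological explanation, which was not tested.

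The eggshell genes fell to different levels in the 3 old samples, most of all in Old3. Loss of the ovary as a whole in Old3 would lower the genes of the female germline with them. By the brightest probe sets, the median of the germline list in Old3 was -0.032 from the young mean (-0.06 in Old1 and -0.08 in Old2). The largest fall between the age groups was -0.27 by the same probe sets, which argues against such a loss. In this list 1 gene was called by another of its probe sets. A fault of the array of Old3 is argued against by 0.807% of 6939 bright probe sets outside the eggshell list being more than 2-fold away from the mean of Old1 and Old2. A candidate explanation that remains is a difference between old samples in the share of egg chambers that are forming the eggshell. It was found on the same data and was not tested.

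Genes specific to males were near background. If males were as numerous as females in each sample, the accessory gland, testis and Y chromosome lists should be well above it. Of their 49 genes, 2.04% reached log2 4 in any sample, which argues against equal numbers of males and females in the RNA measured. Acp95EF, chosen after its values were seen, was the exception. Its level did not differ between the age groups. Whether probe sets of these lists respond to their transcripts could not be examined without a sample of males.

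Several antimicrobial peptide genes were lower in Young2 than in Young1 and Young3. The median of the list was 2.64 in Young2, against 4.73 in Young1 and 7.46 in Young3. A fault of the array of Young2 is argued against by 0.430% of 6969 bright probe sets outside the list being more than 2-fold away from the mean of Young1 and Young3. A difference in immune state between young samples may explain the spread, and this biological explanation was not tested.

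The proteasome list was slightly lower in old samples, with a median change of -0.06. A shift between arrays that depends on the signal would lower other genes of the same brightness as much. Among 10000 random lists of the same brightness the median was 0.00123 and the 2.5th percentile -0.00561, and a change as low was reached in 0.0100% of lists, the smallest value that 10000 lists can give. This argues against such a shift. A small fall of proteasome genes with age is consistent with this test, as a hypothesis from the same data that the test with an estimated correlation did not bear out (adjusted p = 0.291 by limma's camera).

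The other lists examined were those of ribosomal protein and digestive enzyme genes. The 90 ribosomal protein genes had a mean log2 change of -0.03 and a median of -0.00424 (adjusted p = 0.0561 by limma's camera, 0.662 by fry and 0.765 by camera with an estimated correlation), and by the brightest probe set the changes lay between -0.65 and 0.10, under the fold criterion, with 13 genes at an unadjusted p under 0.05 in limma. The 28 digestive enzyme genes had a mean of -2.21 and a median of -0.84, with 19 lower and 9 higher (adjusted p = 8.02e-04 by limma's camera, 0.00636 by fry and 0.453 by camera with an estimated correlation). Of these, 8 were called lower and 1 higher. No explanation was tested for either list.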
